# USP16-mediated histone H2A lysine-119 deubiquitination during oocyte maturation is a prerequisite for zygotic genome activation

**DOI:** 10.1093/nar/gkac468

**Published:** 2022-05-30

**Authors:** Yan Rong, Ye-Zhang Zhu, Jia-li Yu, Yun-Wen Wu, Shu-Yan Ji, Yong Zhou, Yu Jiang, Jin Jin, Heng-Yu Fan, Li Shen, Qian-Qian Sha

## Abstract

Maternal-to-zygotic transition (MZT) is the first and key step in the control of animal development and intimately related to changes in chromatin structure and histone modifications. H2AK119ub1, an important epigenetic modification in regulating chromatin configuration and function, is primarily catalyzed by PRC1 and contributes to resistance to transcriptional reprogramming in mouse embryos. In this study, the genome-wide dynamic distribution of H2AK119ub1 during MZT in mice was investigated using chromosome immunoprecipitation and sequencing. The results indicated that H2AK119ub1 accumulated in fully grown oocytes and was enriched at the TSSs of maternal genes, but was promptly declined after meiotic resumption at genome-wide including the TSSs of early zygotic genes, by a previously unidentified mechanism. Genetic evidences indicated that ubiquitin-specific peptidase 16 (USP16) is the major deubiquitinase for H2AK119ub1 in mouse oocytes. Conditional knockout of *Usp16* in oocytes did not impair their survival, growth, or meiotic maturation. However, oocytes lacking USP16 have defects when undergoing zygotic genome activation or gaining developmental competence after fertilization, potentially associated with high levels of maternal H2AK119ub1 deposition on the zygotic genomes. Taken together, H2AK119ub1 level is declined during oocyte maturation by an USP16-dependent mechanism, which ensures zygotic genome reprogramming and transcriptional activation of essential early zygotic genes.

## INTRODUCTION

Gametes are highly differentiated cell types. During oogenesis, oocytes gain competence in accomplishing meiotic maturation and prepare for embryonic development following fertilization (1). Fertilization of the oocyte by sperm requires major epigenetic remodeling to reconcile the two parental genomes and allow for the formation of a totipotent zygote (2). In particular, the paternal genome arrives densely packed with protamines rather than histones, and the maternal epigenome is highly specialized (3). During the maternal-to-zygotic transition (MZT), parental genomes undergo drastic reprogramming (4). The dynamic histone posttranslational modifications, including acetylation, phosphorylation, methylation and ubiquitination, mediate a wide range of nuclear events during these processes (5–9). Specific maternal factors must unravel these specialized chromatin states to enable zygote genome activation (ZGA) and development to proceed.

The incorrect settings of these histone markers in cloned animals have been correlated with their poor development potential. Using nuclear transfer to *Xenopus* and mouse oocytes, DNA methylation, H2AK119 ubiquitination, and H3K9 and H3K27 trimethylation have been identified as major epigenetic configurations that directly resist transcriptional reprogramming by oocyte factors (10–13). However, the regulators underlying these dynamic histone modifications post fertilization and their impact on the zygotic genome reprogramming remain to be further explored.

Monoubiquitination of histone H2A at lysine-119 (H2AK119ub1) by polycomb repressive complex 1 (PRC1) is a non-proteolytic modification (14). H2AK119ub1 alters the chromatin structure and plays a role in the developmental regulation of various multicellular organisms (15). PRC1 is composed of E3 ubiquitin ligase RING1, its homolog RNF2, and their regulatory subunits. PRC1 acts in the oocytes to establish developmental competence after fertilization by silencing differentiation-inducing genes and defining appropriate chromatin states (16). Genetic ablation of *Ring1* and *Rnf2* in oocytes results in loss of H2AK119ub1 accumulation, induction of massive transcriptional misregulation during oocyte growth and a developmental arrest at the two-cell stage of embryogenesis (17). However, the H2AK119ub1 on chromosomes is nearly undetectable in wild-type (WT) MII oocytes (17), arguing that this modification may not be passed on directly from mammalian gametes to the next generation.

The level and distribution of H2AK119ub1 on chromatin are highly dynamic, as has been shown in mouse early embryos during preimplantation development (18). H2AK119ub1 signal is already present in both male and female pronuclei immediately after fertilization, but the H2AK119ub1 level fluctuates during pronuclear development and chromatin reorganization. H2AK119ub1 is also detected in the nuclei of blastomeres of preimplantation embryos; however, its intranuclear distribution shows developmental stage-associated changes. By developing highly sensitive chromatin immunoprecipitation sequencing (ChIP-seq) approaches, several groups have described the landscape of histone H3 modifications, including K4, K9, K27 and K36 trimethylations, from the developing gamete stage to the post-implantation embryo stage (8,19–22). These epigenetic markers have both canonical and non-canonical patterns of distribution in gametes, undergo drastic redistributions during MZT, and are associated with genome reprogramming. Latest reports have talked about the genome-wide distribution of H2AK119ub1 in mammalian oocytes and early embryos (23,24). Loss of H2AK119ub1, but not H3K27me3, in zygotes leads to premature activation of developmental genes during ZGA and subsequent embryonic arrest (23). PRC1 was reported to play key roles in the establishment of H2AK119ub1 marks of oocytes and early embryos (17,24), even so, enzymes that antagonize with PRC1 and remove H2AK119ub1 from chromatin during oocyte maturation and maternal-to-zygotic transition have not been investigated.

H2AK119ub1 can be deubiquitinated by a group of deubiquitinases (DUBs), also called ubiquitin-specific peptidases (USPs), currently known to include USP3, 12, 16, 21, 22, 28, 32 and 36, BAP1 and MYSM1 (25–32). Among them, USP16 (also called Ubp-M) was the first DUB of H2A to be identified and absence of USP16 resulted in an increase of H2AK119ub1 (not H2BK120ub1) level (14,27). RNAi depletion of *Usp16* in HeLa cells results in slow cell growth rates owing to impaired mitosis (27). *Usp16* knockout results in a remarkable increase of H2AK119ub1 level and the inhibition of lineage-specific gene expression in ESCs, followed by embryonic lethality in mice (14). Conditional knockout of *Usp16* in the bone marrow results in a significant increase in the global H2AK119ub1 level and a dramatic reduction in mature and progenitor cell populations (33). *Usp16* has received particular attention in recent years because its location on chromosome 21 and is a key epigenetic switch that regulates stem cell self-renewal and senescence in Down syndrome (34,35). As a deubiquitinase, USP16 also regulates the mono-ubiquination of other substrates. For example, USP16 counteracts mono-ubiquitination of RPS27a and promotes maturation of the 40S ribosomal subunit (36), and USP16 regulates the deubiquitination of calcineurin A to control peripheral T cell maintenance (37). However, the function of USP16 in germ cells is unclear. It remains undetermined if USP16 is the major H2AK119 DUB in oocytes and if it plays an indispensable function in the events of meiosis and genome reprogramming during MZT.

In this study, we investigated the dynamic distribution of H2AK119ub1 and role of USP16 in mouse oogenesis and MZT. H2AK119ub1 accumulates during oogenesis but was promptly declined from the condensing chromosomes during oocyte meiotic maturation. ChIP-seq studies revealed that H2AK119ub1 bound to the transcription start sites (TSSs) of many important genes that regulate early embryogenesis. We discovered that conditional deletion of *Usp16* in oocytes as early as at the primordial follicle stage did not impair ovarian follicle development or oocyte meiosis, but blocked the H2AK119ub1 removal prior to MZT. As a result, *Usp16* deletion prevented ZGA at the two-cell stage and reduced the developmental potential of preimplantation embryos.

## MATERIALS AND METHODS

### Mice

*Usp16^fl/fl^;Gdf9-Cre* mice were produced by crossing the mice bearing the *Usp16^fl^* allele with *Gdf9-Cre* transgenic mice (38). The insertion sites of LoxP have been illustrated in Supplementary Figure S4A. All WT (*Usp16^+/+^*) and cKO (*Usp16^fl/fl^;Gdf9-Cre*) mice had a C57BL/6 genetic background. Mice were maintained under SPF conditions in a controlled environment of 20–22°C, with a 12/12 h light/dark cycle, 50–70% humidity, and food and water provided *ad libitum*. Experimental procedures and animal care were in accordance with the Animal Research Committee guidelines of Zhejiang University.

### Fertility evaluation

Two-month-old WT and *Usp16^fl/fl^;Gdf9-Cre* females (n = 5 for each genotype) were maintained in the same cage with a fertile WT male for at least 6 months. Delivery frequency and litter size were documented on day 1 of the females giving birth.

### Oocyte collection and culture

Mice (21–23 days old) were injected with 5 IU of PMSG and humanely euthanized 44 h later. Oocytes at the GV stage were harvested in M2 medium (M7167; Sigma-Aldrich) and cultured in mini-drops of M16 medium (M7292; Sigma-Aldrich) covered with mineral oil (M5310; Sigma-Aldrich) at 37°C in a 5% CO_2_ atmosphere. In some experiments, milrinone (2 μM) was added to the culture media to inhibit spontaneous GVBD.

### Superovulation and fertilization

Female mice (21–23 days old) were intraperitoneally injected with 5 IU of PMSG followed by hCG 44 h later. Oocyte and cumulus complexes were harvested from the oviducts 16 h after hCG injection. The numbers of oocytes were counted after digestion with 0.3% hyaluronidase. To obtain early embryos, superovulated female mice were mated with 10–12-week-old WT males. Successful mating was confirmed by the presence of vaginal plugs. Zygotes were harvested from the oviducts 28 h after hCG injection.

### Immunofluorescence

Oocytes were fixed in 4% paraformaldehyde in PBS for 30 min and permeabilized in PBS containing 0.3% Triton X-100 for 20 min. After being blocked with 1% bovine serum albumin in PBS, the oocytes were incubated with primary antibodies for 1 h and sequentially labeled with Alexa Fluor 594- or 488-conjugated secondary antibodies (Molecular Probes) and 4′,6-diamidino-2-phenylindole (DAPI) for 30 min. Imaging of oocytes after immunofluorescence was performed on a LSM710 confocal microscope (Zeiss). The antibodies used are listed in Supplementary Table S1.

### Chromosome spreading and immunofluorescence

Zona pellucida-free oocytes were fixed in a solution containing 1% paraformaldehyde, 0.15% Triton X-100 and 3 mmol/L DTT on glass slides for 30 min and air-dried. Immunofluorescent staining was performed as in oocytes described above.

### Plasmid construction, *in vitro* mRNA synthesis and microinjection

The cDNA encoding human USP16 (NP_001001992.1) was PCR amplified and cloned into a pcDNA3-derived expression vector; it was then fused with an N-terminal mCherry tag. The USP16^C205S^ mutation was generated by PCR-based point mutagenesis. Plasmids were liberalized using appropriate restriction enzymes. Then, 5′-capped mRNAs were synthesized using Sp6 or T7 mMESSAGE mMACHINE Kit (Invitrogen, AM1340 or AM1344) and poly (A) tails were added using a Poly (A) Tailing Kit (Invitrogen, AM1350). The synthesized mRNA was recovered using lithium chloride precipitation and dissolved in nuclease-free water.

For microinjection, GV oocytes were collected in M2 medium supplemented with 2 μM milrinone to inhibit spontaneous germinal vesicle breakdown. All microinjections were performed using an Eppendorf Transferman NK2 micromanipulator. Approximately 10 pl synthetic mRNAs (500 μg/ml) were microinjected into the ooplasm. After injection, the oocytes were cultured at 37°C with 5% CO_2_.

### Detection of transcription and protein synthesis in oocytes/embryos

To detect transcription activity, the oocytes/embryos were cultured in M16 medium containing 1 mM 5-ethynyl uridine (EU) for 1 h. EU staining was performed using Click-iT^®^ RNA Alexa Fluor^®^ 488 Imaging Kit (Life Technologies), according to the manufacturer's instructions.

To detect protein synthesis, oocytes/embryos were cultured in M16 medium supplemented with 50 μM l-homopropargylglycine (HPG) for 1 h. HPG was detected using Click-iT^®^ HPG Alexa Fluor^®^ Protein Synthesis Assay Kit (Life Technologies), according to the manufacturer's instructions. The mean cytoplasmic signal was measured across the middle of each oocyte/embryo and quantified using ImageJ software.

### ChIP-seq library preparation and sequencing

ChIP-seq was performed following the previously reported carrier DNA assisted ChIP-seq (CATCH-Seq) protocol (39,40). For each immunoprecipitation assay, 200–500 oocytes, zygotes or two-cell embryos, as well as one microgram of H2AK119ub1 antibody (8240, Cell Signaling Technology) was used. The precipitated DNA was processed into sequencing libraries using the NEBNext Ultra II DNA Library Prep Kit for Illumina (E7645, New England Biolabs) following the manufacturer's instructions. Barcoded libraries were pooled and sequenced on the Illumina HiSeq X Ten platform.

### ChIP-seq data analysis

ChIP-seq reads were trimmed to 50 bp and aligned to the mouse genome (build mm9) using bowtie2 (v2.3.4.1) with default parameters. All unmapped reads, non-uniquely mapped reads and PCR duplicates were removed. H3K4me3 peaks were called using MACS2 (v 2.1.1.20160309) with the following parameters ‘-q 0.05 –nomodel –nolambda –broad –extsize 300 -B –SPMR -g mm’ and signal tracks for each sample were generated with chromstaR (v1.7.3) with parameter binsizes = 1000, stepsizes = 200. In order to compare ChIP-seq data across different stages, signal tracks were further normalized using random regions. When defining H2AK119ub1 peaks, low quality peaks (RPKM < 1, width < 800) were excluded. Heatmaps were generated using deepTools (v2.5.4). Promoters were defined as +/-2kb regions flanking annotated TSS. The H2AK19ub1 intensity of promoter regions was calculated using the bedtools (v2.26.0) ‘coverage’ tool and statistically significant differences in the H2AK119ub enrichment between various stages were identified using ‘DESeq2’ R package. H3K4me3/ H3K27me3 ChIP-seq and RNA-seq data for GV oocytes were downloaded from the GEO database (GSE71434 and GSE76687).

### RNA-seq library preparation and gene expression analysis

Samples (10 embryos per sample) were collected from WT and *Usp16^fl/fl^;Gdf9-Cre* female mice for RNA-seq. Each sample was directly lysed with 4 μl lysis buffer and immediately used for cDNA synthesis using the published Smart-seq2 method. Raw reads were trimmed to 50 bp and were mapped to the mouse genome (mm9) using Tophat v2.1.1 with default parameters. The expression level of each gene was quantified as normalized FPKM (fragments per kilobase of exon per million mapped fragments) using Cufflinks v2.2.1. To identify genes functionally vital to oocytes and to avoid dramatic fold changes due to small changes of low FPKM values, genes with FPKM < 1 in all samples were excluded, and for the remaining genes, all FPKM values smaller than 1 were set to 1 in subsequent analyses. 

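In the 2 WT zygote and 2 WT 2-cell libraries, 3739 of the 14392 listed genes had a mean FPKM more than 3-fold higher in 2-cell embryos than in zygotes. WT embryos were used for this count because the definition names no genotype. Since every value under 1 had already been set to 1, the fold of a gene at that floor in both zygote libraries is a lower bound. A 2-fold threshold, which moved the count most, gave 5248 genes. When each 2-cell library had to exceed each zygote library by more than 3-fold, 3069 genes passed. After each library was scaled by its median ratio to the geometric mean library, 2833 genes passed, and with a pseudocount of 1 added to the values, 2886. Leaving out 1 of the 4 libraries in turn gave between 3632 and 3952 genes.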

The ZGA genes were defined as genes with FC [two-cell/zygote] > 3.

### Improved single-embryo real time PCR

This method was modified from the RNA Smart-seq protocol. In brief, 6 oocytes/embryos were lysed in 2 μl lysis buffer (0.2% Triton X-100 and 2 IU/μl RNase inhibitor) followed by hybridization with random primers (Takara) and dNTP (Takara) at 72°C for 3 min and quick chill on ice. Then the samples were treated for reverse transcription and amplification with SuperScript II reverse transcriptase (Thermo Fisher Scientific) solution system at 42°C for 90 min, ending at 70°C for 15 min to inactivate the reaction. The reverse transcription products were diluted and used as templates for RT-qPCR. Quantitative RT-PCR was performed using a Power SYBR Green PCR Master Mix (Applied Biosystems, Life Technologies) on the ABI 7500 Real-Time PCR system (Applied Biosystems) with primers listed in Supplementary Table S2. Relative mRNA levels were calculated by normalizing to the levels of endogenous *Gapdh* mRNA (used as an internal control).

### Absolute RT-qPCR

The coding sequence fragments of *Usp16/21* were PCR amplified from the mouse oocyte cDNA pool wcith their respective PCR primers. Then the *Usp16/21* PCR products were inserted into the plasmid containing *Gfp* cDNA, respectively. RT-qPCR was performed using *Usp16/21* and *Gfp* primers and the two plasmids as templates. Respective cycle thresholds (Cts) for *Usp16/21* and *Gfp* were determined using ABI 7500 Real-Time PCR system (Applied Biosystems). Relative *Usp16* and *Usp21* DNA fragments levels were calculated by normalizing to the levels of *Gfp* DNA fragments. Their respective levels were calculated by 2^–ΔCt^, so the primer efficiency of *Usp16* and *Usp21* is 2 ^–(Ct1-Ct3)^/2 ^–(Ct2-Ct4)^; Relative *Usp16* and *Usp21* mRNA levels were calculated by normalizing to the levels of endogenous *Gapdh* mRNA. Their respective levels are calculated by 2^–ΔCt (^*^Usp16 or Usp21-Gapdh^*^)^. Then, relative ratio between *Usp16* and *Usp21* mRNA is 2^–ΔCt (^*^Usp16-Gapdh^*^)^/2 ^–ΔCt (^*^Usp21-Gapdh^*^)^. Absolute ratio between *Usp16* and *Usp21* mRNA is that relative ratio divided by primer efficiency.

### Parthenogenetic activation

Oocytes were collected from oviducts 16 h after hCG injection, denuded by 0.3% hyaluronidase treatment, and cultured in Ca^2+^-free CZB buffer with 1 mmol/ml SrCl_2_·6H_2_O for 2–4 h. After 3 h, Parthenogenetic activated oocytes were washed and cultured in KSOM (Millipore) drops at 37°C with 5% CO_2_.

### Histological analysis

Ovaries were collected and then fixed in formalin overnight, processed, and embedded in paraffin using standard protocols. Ovaries were sectioned at 5 μm and stained with hematoxylin and eosin. Immunohistochemistry was performed using standard protocols. The antibodies used are listed in Supplementary Table S1.

### Western blot analysis

Oocytes were lysed in protein loading buffer and heated at 95°C for 10 min. SDS-PAGE and immunoblots were performed following standard procedures using a Mini-PROTEAN Tetra Cell System (Bio-Rad, Hercules, CA, USA). The antibodies used are listed in Supplementary Table S1.

### Statistical analysis

Results have been expressed as mean ± SEM. Most experiments included at least three independent samples and were repeated at least three times. Results for two experimental groups were compared using two-tailed unpaired Student's *t*-tests. Statistically significant values of *P*< 0.05, *P*< 0.01, and *P*< 0.001 by two-tailed Student's *t*-test have been indicated using asterisks (*), (**), and (***), respectively. ‘n.s.’ indicates non-significant.

## RESULTS

### Mono-ubiquitination of histone H2A at lysine-119 is dynamic in oocytes and early embryos

In WT oocytes, including the non-surrounded nucleolus (NSN) and the surrounded nucleolus (SN) types (41), chromosomal H2AK119ub1 was found to be at a high level (Figure 1A-B). After germinal vesicle breakdown (GVBD), however, the H2AK119ub1 level significantly decreased and was almost undetectable during meiotic maturation. After fertilization, H2AK119ub1 started to re-accumulate in both pronuclei. The H2AK119ub1 level then increased during development from the two-cell stage to the morula stage and decreased a little at the blastocyst stage (Figure 1A-B), as previously reported (18). Immunofluorescence results showed that H2AK119ub1 was rapidly declined from the chromatin within 1.5 h after release from germinal vesicle (GV) stage-arrest of the oocytes (Figure 1C), suggesting that the decrease of H2AK119ub1 level might be coupled with nuclear envelope breakdown. Unfortunately, we could not detect endogenous H2AK119ub1 by western blot in GV oocytes using the commercially available antibodies, either because the antibodies were not sensitive enough or because H2AK119ub1 was not abundant in the oocytes.

**Figure 1.**
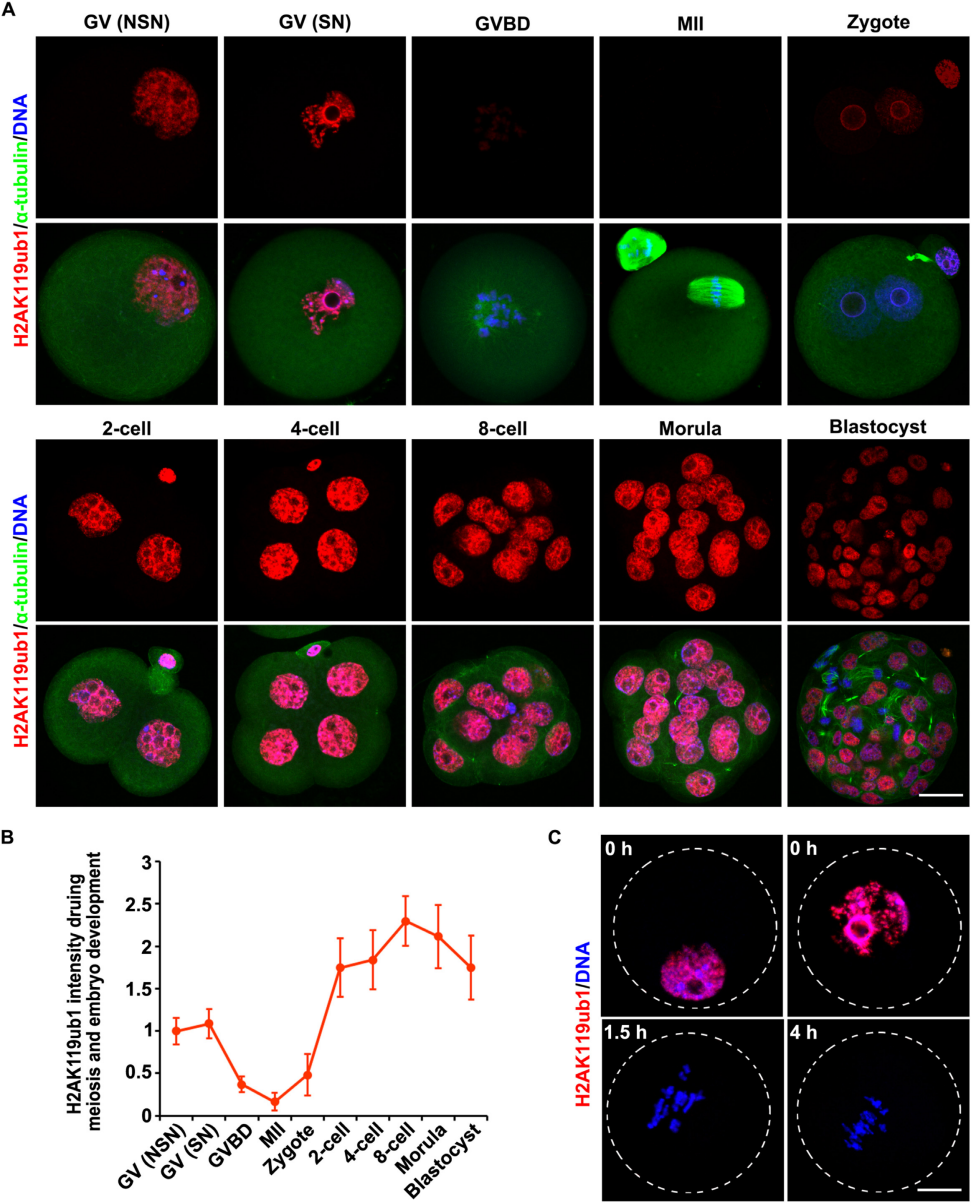
Dynamic changes in H2AK119ub1 levels in oocytes and early embryos. (**A** and **C**) H2AK119ub1 immunofluorescence results in mouse oocytes and preimplantation embryos at different developmental stages. NSN, non-surrounded nucleolus; SN, surrounded nucleolus. Scale bar, 20 μm. (**B**) Quantification of H2AK119ub1 signal intensity of (A). The numbers of analyzed oocytes or embryos at each stage were more than eight.

In addition, we noticed that H2AK119ub1 also diminished during M-phase in dividing blastomeres of the blastocyst (Figure 1A). Did H2AK119ub1 diminish in each division phase? We collected more embryos at different developmental stages and found that chromosomal H2AK119ub1 labeling was still present in mitotic blastomeres of the 2-, 4- and 8-cell stage embryos but this labeling disappeared during mitosis of morula and in blastocyst stage embryos, as that in meiosis (Supplementary Figure S1A, B). We speculated that the diminishment of H2AK119ub1 on mitotic chromosomes in blastocysts might be related to cell lineage specifications rather than to the maternal-to-zygotic transition. Therefore, the decrease of H2AK119ub1 levels during meiotic division was unique and meaningful.

### Deubiquitinase USP16 is highly expressed in mammalian oocytes and early embryos

Published RNA sequencing (RNA-seq) results showed that Usp16 was the most abundantly expressed gene in human/mouse oocytes and early embryos among the genes encoding potential H2A DUBs (Figure 2A) (20,42). Quantitative RT-PCR (RT-qPCR) results showed that the expression level of murine *Usp16* was significantly higher in oocytes and early embryos than in other tissues, suggesting that maternal *Usp16* played an important role in MZT (Figure 2B). USP16 protein level remained stable during meiotic maturation (Figure 2C, E and F). Western blot and immunofluorescence results showed that the antibody was specific to endogenous USP16 (Supplementary Figure S4C and I) and USP16 was expressed in oocytes and continued to accumulate during early embryo development (Figure 2D-F). Some previous studies suggested that USP16 was cytoplasmic (43,44), while some claimed that USP16 was localized in the nucleus to perform the function of deubiquitination (27,37). Our observation was that USP16 mainly localized in the cytoplasm of oocytes and early embryos (Figure 2E and Supplementary Figure S4B-C). Only after GVBD, USP16 became distributed in the ooplasm evenly and had access to the chromatin (Figure 2E). In contrast, RNF2, the core component of PRC1, was primarily located in the nucleus at GV stage; it was distributed in the cytoplasm after nuclear envelop breakdown and gradually accumulated during oocyte maturation. After fertilization, RNF2 was further expressed and mainly localized to the nucleus (Figure 2C and Supplementary Figure S2). The expression pattern of RNF2 was consistent with the observation that H2AK119ub1 re-accumulated in zygotes and early embryos (Figure 1A, B).

**Figure 2.**
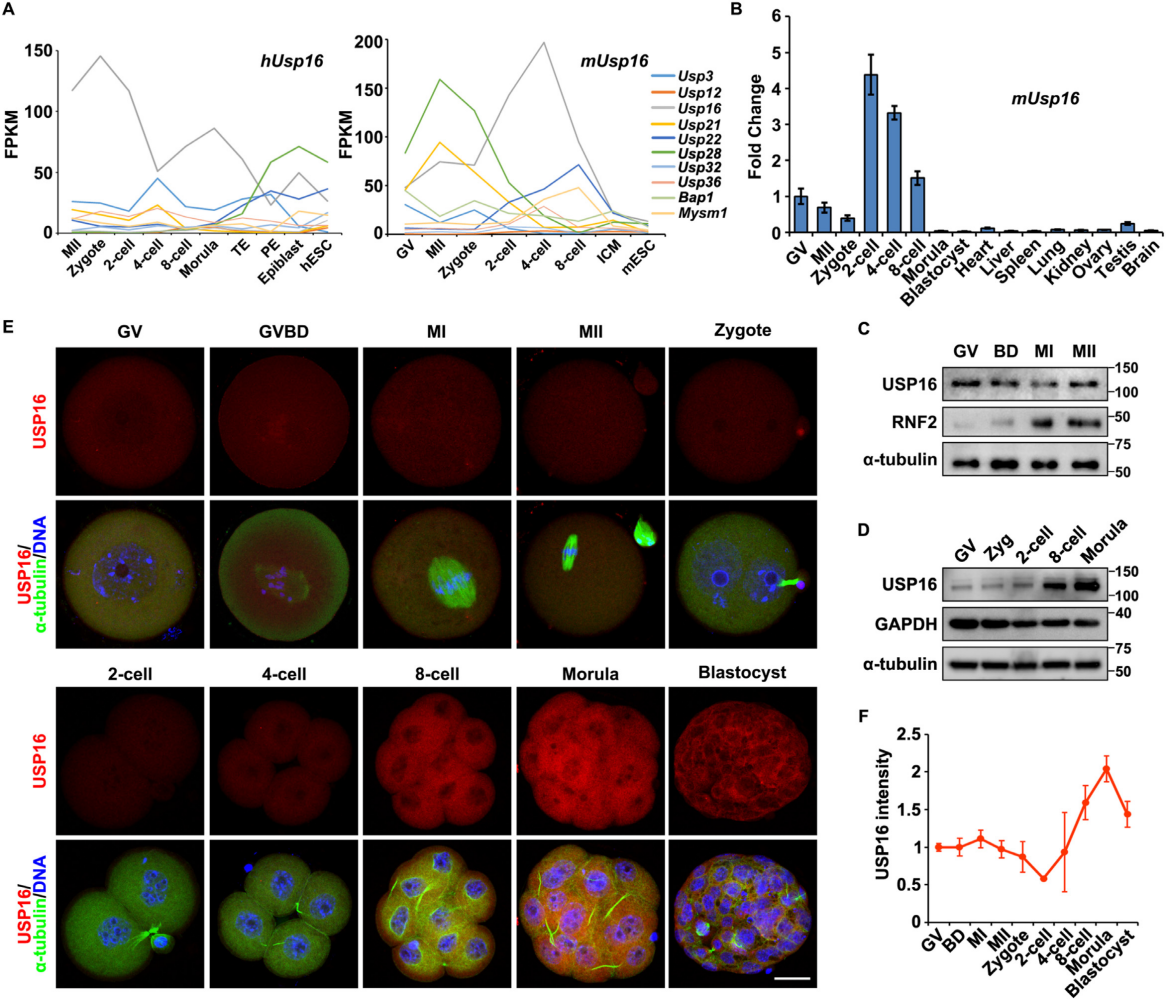
Expression of potential H2AK119 deubiquitinating enzymes in oocytes and early embryos. (**A**) mRNA profiles of putative H2A deubiquitinases detected in human (left) and mouse (right) oocytes and early embryos using RNA-seq (20,42). TE, trophectoderm; PE, primitive endoderm; ICM, inner cell mass. (**B**) RT-qPCR results showing relative expression levels of mouse *Usp16* in oocytes, preimplantation embryos and somatic tissues. *Gapdh* was used as an internal control. *n* = 3 biological replicates. (**C**) Western blot results showing USP16 and RNF2 expression levels in oocytes during meiotic maturation. Total proteins from 100 oocytes were loaded in each lane. α-tubulin was blotted as a loading control. (**D**) Western blot results showing USP16 expression levels in embryos at different developmental stages. Total proteins from 100 oocytes were loaded in each lane. GAPDH and α-tubulin was blotted as a loading control. (**E**) USP16 immunofluorescence results in mouse oocytes and preimplantation embryos. Scale bar, 20 μm. (**F**) Quantification of USP16 signal intensity of (E). The numbers of analyzed oocytes or embryos at each stage were more than eight.

### Changes in H2AK119ub1 status during oocyte-to-embryo transition

To study the role of H2AK119ub1 in early development in more detail, we determined the H2AK119ub1 enrichment profiles in oocytes and early embryos using ChIP-seq, and the replicates showed high correlations (Supplementary Figure S3A–C). We identified 45 698, 1354, 37 278 and 45 073 H2AK119ub1 peaks in GV oocytes, MII oocytes, zygotes and two-cell embryos, respectively (Figure 3A), consistent with our immunofluorescence results that H2AK119ub1 decreases during meiotic maturation and reaccumulates upon fertilization (Figure 1A, B). Compared to the genomic background, H2AK119ub1 is specifically enriched at the promoter regions (Figure 3B).

**Figure 3.**
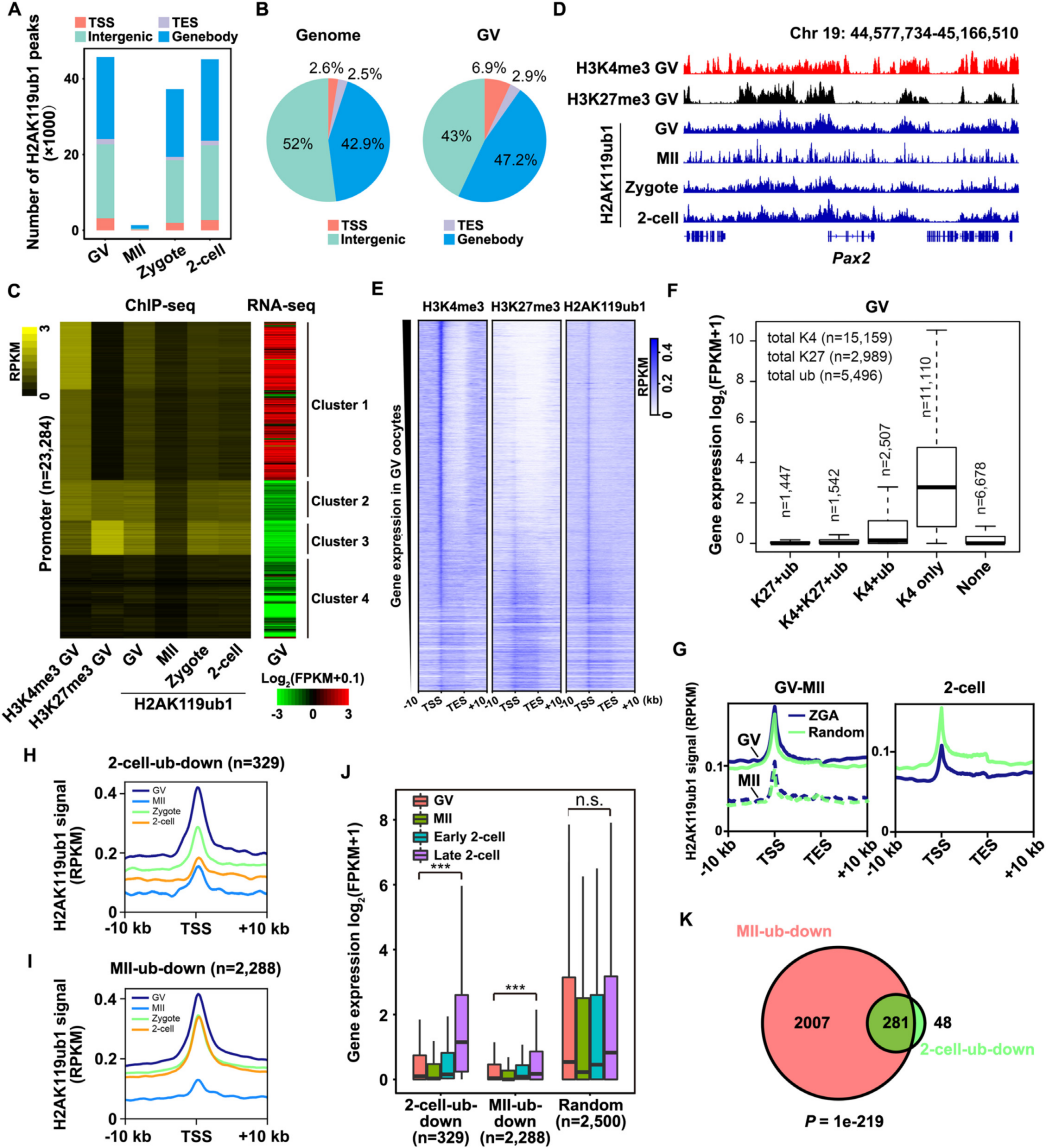
Changes in H2AK119ub1 status during oocyte-to-embryo transition. (**A**) Bar chart showing the number of H2AK119ub1 peaks located in TSS, TES, gene body and intergenic regions in oocytes and early embryos. (**B**) Genomic distribution of mouse genome (left) and H2AK119ub1 peaks in GV oocytes (right). (**C**) Heatmap showing histone modification enrichment at individual promoters in oocytes and early embryos, and gene expression levels in GV oocytes. Promoters were clustered into four groups using k-means clustering based on H3K4me (20)3 and H3K27me3 (62) signals in GV oocytes. (**D**) Genome browser view showing H3K4me3 and H3K27me3 enrichment in GV oocytes and H2AK119ub1 enrichment in oocytes and early embryos near *Pax2*. (**E**) Heatmap showing H3K4me3 (first column), H3K27me3 (second column) and H2AK119ub1 (third column) enrichment in individual genes in GV oocytes. Genes were sorted by expression level (FPKM). (**F**) Relationship between mRNA expression levels and enrichment of three histone modifications (H3K4me3, H3K27me3 and H2AK119ub1) on promoter regions in WT GV oocytes. Promoters were clustered into five groups using k-means clustering based on H3K4me3, H3K27me3 and H2AK119ub1 signals in GV oocytes. (**G**) Metaplot showing H2AK119ub1 enrichment of ZGA genes and random genes (identical numbers) in GV, MII oocytes and two-cell stage embryos. (**H**) Metaplot showing H2AK119ub1 enrichment of ‘two-cell-ub-down’ genes over promoter regions in oocytes and early embryos. (**I**). Metaplot showing H2AK119ub1 enrichment of ‘MII-ub-down’ genes over promoter regions in oocytes and early embryos. (**J**). Boxplot showing expression levels of ‘two-cell-ub-down’ and ‘MII-ub-down’ genes in oocytes and early embryos (20). The expression of genes randomly selected was as a control. The lower and upper hinges correspond to the first and third quartiles. Thick lines in boxes indicate the medians. The upper whisker extends from the hinge to the largest value no further than 1.5 × IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). The lower whisker extends from the hinge to the smallest value at most 1.5 × IQR of the hinge. (**K**) Venn diagram showing overlap of ‘two-cell-ub-down’ and ‘MII-ub-down’ genes.

The H2AK119ub1 correlations for regions around TSSs were lower than that for regions around gene bodies among different stages, indicating that most dramatic changes occurred around the TSSs, where H2AK119ub1 levels were more enriched (Supplementary Figure S3B, C). Clustering all promoters according to their H3K4me3 (a hallmark for transcription initiation (45)) and H3K27me3 (which accumulated at a large cohort of silent genes(12)) enrichment in GV oocytes, and then plotting their H2AK119ub1 signals and corresponding gene expression levels(20) (Figure 3C), we found that promoter enrichment of H2AK119ub1 in GV oocytes largely resembled that of H3K27me3, which was more enriched in cluster 2–3 (silent genes) than cluster 1 (active genes) (Figure 3C, D). To our surprise, we also found the enrichment of H2AK119ub1 at the actively transcribed genes marked by H3K4me3 (20) (Figure 3C and E). So, we intended to further assess the relationship between co-occupancy of H2AK119ub1 with other two histone modifications and mRNA expression levels (20) of GV oocytes (Figure 3F and Supplementary Figure S3D). Clustering results revealed 5496 genes with H2AK119ub1-enriched promoters in the GV oocytes, which were more abundant than the genes with H3K27me3-enriched promoters (*n* = 2989), but less abundant than H3K4me3-enriched promoters (*n* = 15 159) (Figure 3F). Genes with only H3K4me3 at promoters (*n* = 11 110) were the most active in GV oocytes (Figure 3F, lane 4). Among these H3K4me3-modified genes, those also modified by H2AK119ub1 appeared to have relatively lower expression levels (20) (Figure 3F, lane 3), indicating that H2AK119ub1 potentially played an inhibitory role in transcription regulation. H2AK119ub1 usually coexisted with other modifications and often worked along with H3K27me3 to inhibit transcription, which had the strongest inhibiting ability (Figure 3F, lanes 1–2).

ZGA at the two-cell stage was vital for embryogenesis and the generated RNAs at that corresponding stage were remarkably different from those generated in oocytes (46–49). We have examined the H2AK119ub1 signals at ZGA genes (i.e. genes with FC [two-cell/zygote] > 3) and random genes (a certain number of randomly selected genes) from GV to two-cell stage with our and the public ChIP-seq data. H2AK119ub1 signals at ZGA and random genes were both decreased at MII stage. Until two-cell stage, H2AK119ub1 signals at random genes were reconstructed and much higher than that at ZGA genes (Figure 3G and Supplementary Figure S3E), indicating H2AK119ub1 removal during oocyte maturation might be vital for proper zygotic H2AK119ub1 reconstruction and ZGA in early embryos. We next identified 329 genes with significant decrease of promoter H2AK119ub1 between GV oocytes and two-cell embryos as ‘two-cell-ub-down’ genes, and similarly identified 2,288 genes with significant decrease of promoter H2AK119ub1 between GV and MII oocytes as ‘MII-ub-down’ genes (Figure 3H-I). Compared with random genes, we found that both ‘two-cell-ub-down’ and ‘MII-ub-down’ genes were relatively more active in two-cell embryos (20) (Figure 3J). Furthermore, H2AK119ub1 levels of most (281/329) ‘two-cell-ub-down’ genes already decreased at the MII stage (Figure 3K). Collectively, these results indicated that maternal H2AK119ub1 removal after meiosis resumption might be required to maintain low H2AK119ub1 levels at the promoters of early zygotic genes, and a prerequisite for their activation in two-cell embryos.

### Meiosis-coupled histone H2AK119 deubiquitination does not occur in Usp16-null oocytes

To investigate the potential role of USP16 in regulating H2AK119ub1, as well as the physiological significance of this regulation in MZT, we performed conditional knockout (cKO) of USP16 in mouse oocytes at as early as the primordial follicle stage using *Gdf9-Cre* (Supplementary Figure S4A). Efficient USP16 protein depletion in oocytes was confirmed using immunohistochemistry, immunofluorescence and western blot (Supplementary Figure S4B, C and I). *Usp16^fl/fl^;Gdf9-Cre* adult females displayed normal ovarian histology (Supplementary Figure S4D). Ovaries of pubertal *Usp16^fl/fl^;Gdf9-Cre* mice (3-week-old) contained multiple growing antral follicles 44 h after pregnant mare serum gonadotropin (PMSG) injection (Supplementary Figure S4E, upper panels). After human chorionic gonadotropin (hCG) injection, *Usp16^fl/fl^;Gdf9-Cre* females ovulated normally (Supplementary Figure S4E, lower panels). Similar numbers of ovulated oocytes were observed in the oviducts of WT and *Usp16^fl/fl^;Gdf9-Cre* females, whether pubertal females or adult females (Supplementary Figure S4F). The ovulated *Usp16*-null oocytes could develop to the MII stage; each contained a normal-shaped spindle and was attached to an emitted polar body-1 (PB1, Supplementary Figure S4G-H). Maternal proteins important for female fertility, including RNF2, ZAR1 and BTG4, had normal expression patterns, as seen in WT oocytes (Supplementary Figure S4I). These results indicated that USP16 is dispensable for meiotic cell cycle progression in oocytes.

Immunofluorescence analysis indicated that the H2AK119ub1 level was not altered in the fully grown oocytes isolated from antral follicles of *Usp16^fl/fl^;Gdf9-Cre* females (Figure 4A and C). However, H2AK119ub1 failed to be removed from the condensed chromosomes in *Usp16*-null oocytes at the MI and MII stages (Figure 4B and C). In a rescue experiment, ectopic expression of mCherry-USP16 in *Usp16*-null oocytes by mRNA microinjection could not remove H2AK119ub1 from the chromosomes at GV stage, as we speculated (Supplementary Figure S5A-B), but could at MI stage (Figure 4D–F). Cysteine-205 of USP16 was vital for its deubiquitinase activity; as a negative control, when mCherry-USP16^C205S^ was expressed in *Usp16*-null oocytes, it failed to remove H2AK119ub1 from the chromosomes (Figure 4D–F), indicating that the deubiquitinase activity of USP16 is essential for H2AK119ub1 removal in maturing oocytes.

**Figure 4.**
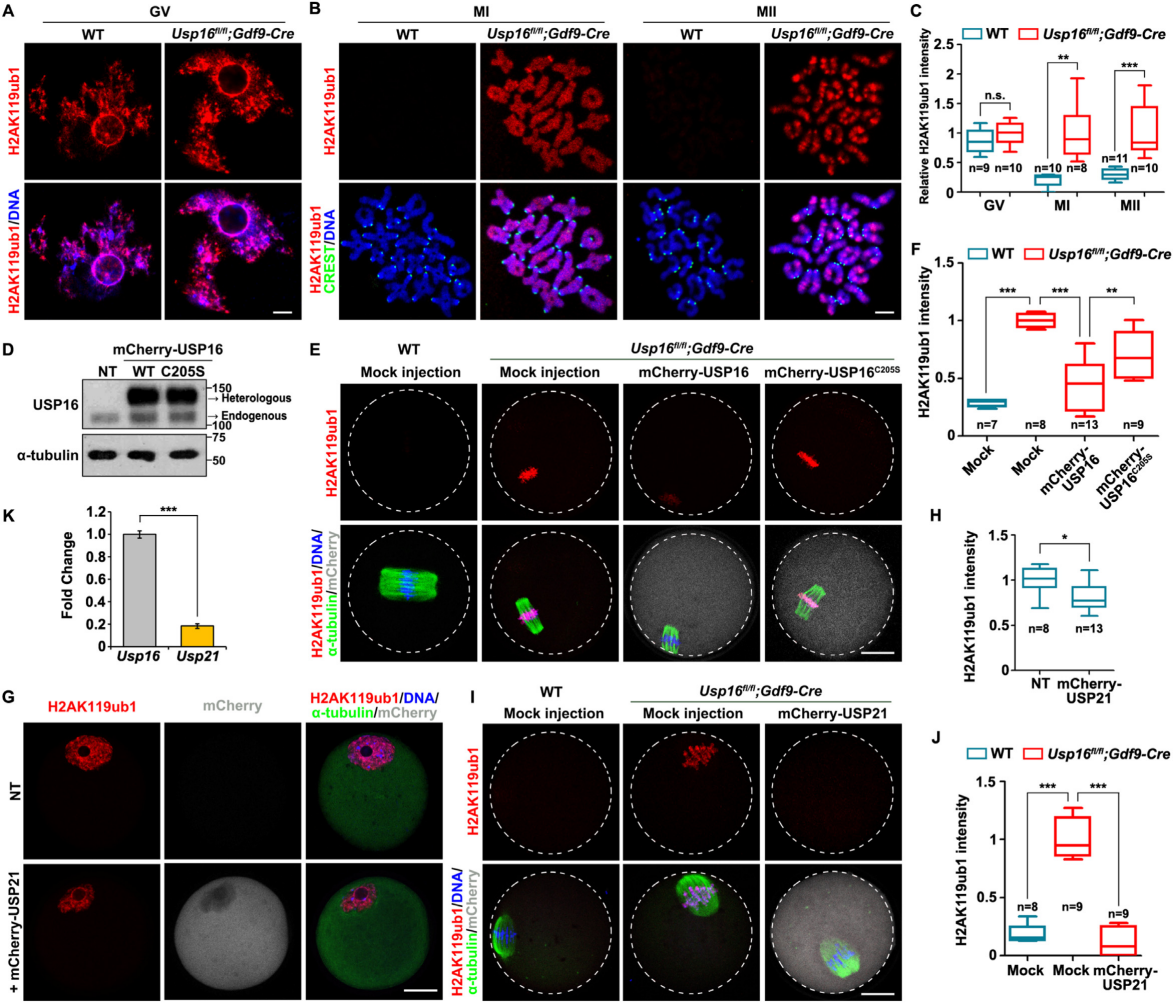
Maternal USP16 deletion impaired H2AK119ub1 decline after meiosis resumption. (A, B) Levels of H2AK119ub1 in GV (**A**), MI and MII (**B**) oocytes of WT and *Usp16^fl/fl^;Gdf9-Cre* females. Centromeres and DNA were labeled using CREST (green) and DAPI (blue), respectively. Scale bar, 5 μm. (**C**) Quantification of H2AK119ub1 signal intensity of (A) and (B). The numbers of analyzed oocytes at each stage were indicated. Error bars, SEM. **P< 0.01, ***P< 0.001 by two-tailed Student's *t*-test. n.s.: non-significant. (**D**) Western blot results showing the overexpression of active/inactive USP16 in oocytes after mRNA microinjection. Total proteins from 100 oocytes were loaded in each lane. α-tubulin was blotted as a loading control. (**E**) Immunofluorescence showing levels of H2AK119ub1 of WT and *Usp16^fl/fl^;Gdf9-Cre* oocytes, as well as *Usp16^fl/fl^;Gdf9-Cre* oocytes overexpressing USP16 and USP16^C205S^. All the oocytes were analyzed at the MI stage. Scale bar, 20 μm. (**F**) Quantification of H2AK119ub1 signal intensity of (E). Error bars, SEM. **P< 0.01, ***P< 0.001 by two-tailed Student's *t*-test. (**G**) Immunofluorescence of H2AK119ub1 in GV oocytes with/without exogenous USP21. Scale bar, 20 μm. (**H**) Quantification of H2AK119ub1 signal intensity of **(G**). Error bars, SEM. *P< 0.05 by two-tailed Student's *t*-test. (**I**). Immunofluorescence showing levels of H2AK119ub1 in WT and *Usp16^fl/fl^;Gdf9-Cre* oocytes, as well as *Usp16^fl/fl^;Gdf9-Cre* oocytes overexpressing USP21. Scale bar, 20 μm. (**J**) Quantification of H2AK119ub1 signal intensity of (**I**). Error bars, SEM. ***P< 0.001 by two-tailed Student's *t*-test. (**K**) RT-qPCR results showing the relative expression levels of *Usp16* and *Usp21* in oocytes. *n* = 3 biological replicates. Error bars, SEM. ***P< 0.001 by two-tailed Student's *t*-test.

We then asked whether the H2AK119 deubiquitination activity of USP16 is unique or it can be substituted by other H2AK119ub1-targeted DUBs. We compared the expression levels of *Usp16* and *Usp21* in GV oocytes by absolute RT-qPCR and found *Usp16* was more than 5-fold higher than that of *Usp21* (Figure 4K). And deletion of *Usp16* did not substantially change the expression levels of mRNAs encoding other DUBs (Supplementary Figure S5C). We introduced ectopic expression of mCherry-USP21 in GV oocytes by microinjection and observed that USP21 also localized in the ooplasm and decreased the H2AK119ub1 level slightly (Figure 4G-H). Similar to USP16, however, overexpression of USP21 in *Usp16*-null oocytes was able to decline the H2AK119ub1 signals on condensed chromosomes after meiotic resumption (Figure 4I, J). These results indicate that besides USP16, there were other DUBs that possessed H2AK119 deubiquitination activity in oocytes, but their protein levels were normally too low to support their function.

It has been reported in cultured somatic cell lines that USP16-dependent H2AK119 deubiquitination is a prerequisite for histone H3 serine-10 phosphorylation (H3S10ph) during mitosis entry(27). However, in *Usp16*-null MI oocytes, H3S10ph levels were comparable to that in WT oocytes at the same stage (Supplementary Figure S5D, E).

### *Usp16* knockout affects H2AK119ub1 distribution after meiosis resumption

To determine the genome-wide H2AK119ub1 changes after maternal *Usp16* knockout, we performed H2AK119ub1 ChIP-seq with GV and MII oocytes of WT and *Usp16^fl/fl^;Gdf9-Cre* mice. Consistent with the immunofluorescence results, *Usp16* knockout led to high level of H2AK119ub1 at MII stage (Figure 5A). And for the previously described ‘MII-ub-down’ genes, H2AK119ub1 was indeed retained around their TSS in *Usp16*^−^*^/^*^−^ MII oocytes (Figure 5B and E). We identified 1274 genes with promoter H2AK119ub1 levels up-regulated in *Usp16*^−^*^/^*^−^ MII oocytes as ‘cKO MII-ub-up’ genes, 51% of which belonged to ‘MII-ub-down’ genes (Figure 5C). ‘CKO MII-ub-up’ genes were generally activated during normal ZGA (Figure 5D). We also found that maternal USP16 deletion disrupted the deubiquitination of *Klf10* and *Hspa2*, two ZGA genes, at their promoter regions, which might lead to the failure of ZGA (Figure 5E). In sum, these results further suggested that maternal H2AK119ub1 removal by USP16 during oocyte maturation might be vital for proper zygotic H2AK119ub1 reconstruction and ZGA in early embryos. This hypothesis would be further examined in the following experiments.

**Figure 5.**
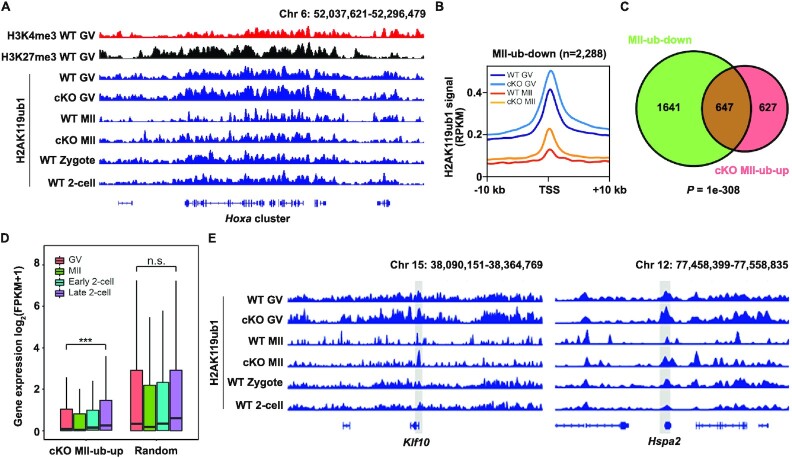
Impact of maternal *Usp16* knockout on genomic H2AK119ub1 distribution. (**A**) The genome browser view showing H3K4me3, H3K27me3 and H2AK119ub1 near *Hoxa* cluster at indicated developmental stages. (**B**) Metaplot showing H2AK119ub1 enrichment of ‘MII-ub-down’ genes over promoter regions in WT and *Usp16^fl/fl^;Gdf9-Cre* oocytes. (**C**) Venn diagram showing overlapping of ‘MII-ub-down’ and ‘cKO MII-ub-up’ genes. (**D**) Boxplot showing expression levels of ‘cKO MII-up’ genes in oocytes and early embryos (20). (**E**) The genome browser view showing H2AK119ub1 enrichment near *Klf10* and *Hspa2* at indicated developmental stages.

### Maternal *Usp16*-deleted two-cell embryos display ZGA defects

Though H2AK119ub1 level was high in *Usp16*-null MII oocytes, it seemed comparable in WT and maternal *Uspl6* knockout (cKO) zygotes (Supplementary Figure S6A-B). It may well be that the enrichments of H2AK119ub1 at individual gene were different and the difference could not be observed simply by immunofluorescence. To investigate the direct or indirect effects of maternal *Usp16* deletion on ZGA, we subjected samples of zygotes and two-cell stage embryos of both genotypes to RNA-seq analyses, and all replicates showed high correlations (Supplementary Figure S6C).

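The RNA-seq data comprised 8 libraries, with 2 replicates each of WT zygotes, cKO zygotes, WT 2-cell embryos and cKO 2-cell embryos, and 10 embryos per library. Here cKO denotes embryos of mothers that lost Usp16 in their oocytes. The authors deposited 1 table of FPKM values, in which every value under 1 had been set to 1 and only genes above 1 in at least 1 library were kept. The table holds no read counts, so the depth of each library is unknown and no counting error can be given. The sum of FPKM was between 547752 and 593317 in the other libraries and 770989 in cKO 2-cell replicate 2. Between 4242 and 4747 genes were at the floor in the zygote libraries, compared with 1642 and 1716 in the WT 2-cell libraries and with 3684 and 4240 in the cKO 2-cell libraries. From this table, the paper's fold rule was applied to the mean of the 2 libraries of each group. Beside the fold rule, limma was also run on log2(FPKM + 1), with all 8 libraries in 1 model that shares a single estimate of the spread.
Across genes, which are not independent replicates, the Spearman coefficient between the 2 replicates was 0.979 for WT zygotes, 0.984 for cKO zygotes, 0.963 for WT 2-cell embryos and 0.886 for cKO 2-cell embryos. The cKO 2-cell replicates correlated with the WT 2-cell libraries at 0.839 to 0.875, slightly lower than the coefficient between themselves. A difference of more than 3-fold separated the 2 replicates for 41 genes in WT zygotes, 20 in cKO zygotes, 199 in WT 2-cell embryos and 1912 in cKO 2-cell embryos. The spread between the cKO 2-cell replicates was therefore larger than in any other group, and the shared spread of limma does not describe it.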

Only 15 and 7 transcripts were up-regulated [fold change (cKO/WT) > 3] and down-regulated [fold change (WT/cKO) > 3] in the maternal *Uspl6* knockout zygotes (Figure 6A, left panel). 

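Usp16 itself, on chromosome 16 of mm9 from 87454948 to 87483762, was among the genes lower in cKO zygotes. Its FPKM was 186 ± 2.19 in WT and 19.4 ± 3.64 in cKO zygotes (SD, n = 2 libraries each), and both cKO libraries lay below both WT libraries. The log2 fold change on the log2(FPKM + 1) scale was -3.21 (standard error 0.34, adjusted p = 0.191 from limma with Benjamini-Hochberg adjustment). In an exact permutation test, 2 libraries against 2 cannot give a two-sided p under 0.333. The fold rule gave 15 genes with a higher and 7 with a lower mean FPKM in cKO zygotes. The 2 cKO libraries were both above the WT libraries for 14 of the 15 and both below them for 5 of the 7. The order of 4 libraries alone gives 16.7% for genes not chosen by their means, so this share is not a chance level for these genes. A 2-fold threshold gave 115 genes higher and 36 lower. Of the higher genes 3, and of the lower genes 2, were small RNA genes. The estimates of Scarna2, Rnu11 and Scarna3a switched between the floor and higher values within a zygote group. Those of Scarna17 and Scarna3b did so only within a 2-cell group. In zygotes, Scarna17 and Scarna3b were at the floor in both WT libraries and above it in both cKO libraries. Rn45s, the 45S ribosomal RNA precursor, was at the floor in both WT zygote libraries and at 5930 and 5476 FPKM in the cKO libraries, and was at the floor in every 2-cell library. Hormad1 was lower, at 2.56 ± 0.147 in cKO against 25.9 ± 22.7 in WT zygotes, a difference close to the spread between the WT replicates. When each cKO library had to differ by more than 3-fold from each WT library, 8 genes were higher and 2 lower. In limma, 3 genes were higher and 0 were lower at an adjusted p under 0.05, against 324 higher and 84 lower at an unadjusted p under 0.05. The deviations of same-numbered WT and cKO zygote libraries from their group means correlated at 0.497 across genes. With the replicate number as a block, limma called 1 gene higher and 0 lower, against 307 and 75 at an unadjusted p under 0.05, and the fold rule on the paired ratios gave 14 genes higher and 6 lower.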

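At the 2-cell stage, the mean FPKM of 1940 genes was more than 3-fold lower in cKO than in WT embryos. Both cKO libraries lay below both WT libraries for 1928 of these genes, or 99.4%, a share that the choice of genes by their means raises. When each cKO library had to be more than 3-fold below each WT library, 982 genes remained in the count. A 2-fold threshold gave 4120 lower genes. After each library was scaled by its median ratio to the geometric mean library, 905 genes were lower, and after each library was scaled to the same sum, 2413. The lower genes included 603 of the 3739 genes that rose by more than 3-fold from zygotes to 2-cell embryos in WT, which made up 31.1% of them. Over all 14392 genes, the odds ratio of this overlap was 1.34 (95% confidence interval 1.20 to 1.49, two-sided Fisher's exact test across genes, p = 6.44e-08). A gene can fall by more than 3-fold only if its WT 2-cell mean is above 3, which held for 9800 genes. Over these genes the odds ratio was 0.679 (0.610 to 0.756, p = 5.46e-13 from the same Fisher's exact test), below 1. Both gene sets also share the WT 2-cell libraries. With the ZGA genes taken from 1 WT 2-cell library and the lower genes from the other, an arrangement chosen after seeing the data, the odds ratio was 1.02 (Fisher's exact test, p = 0.664) or 0.950 (p = 0.361). Genes are not independent replicates, so these p values describe the overlap of the lists.
In limma, 3538 genes were lower and 887 higher in cKO 2-cell embryos at an adjusted p under 0.05. The counts rest on the scaling and on the spread shared with the zygotes. Median-ratio scaling gave 1747 lower and 1437 higher genes, and quantile normalization gave 1419 lower and 1325 higher. With the 4 2-cell libraries alone, which leave 2 degrees of freedom, 0 genes passed in either direction, against 3416 lower and 819 higher at an unadjusted p under 0.05. In simulated libraries without any changed gene, in which each group had its own spread, the shared model called 241 genes on average. Same-numbered WT and cKO 2-cell libraries deviated in opposite directions, with a correlation of -0.239 across genes. With the replicate number as a block, limma called 2635 genes lower and 527 higher, and the fold rule on the paired ratios gave 2136 lower and 336 higher. Under the crossed pairing, which was added after seeing the data, limma called 3636 lower and 969 higher, and the paired ratios gave 2136 lower and 335 higher.

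**Figure D1:**
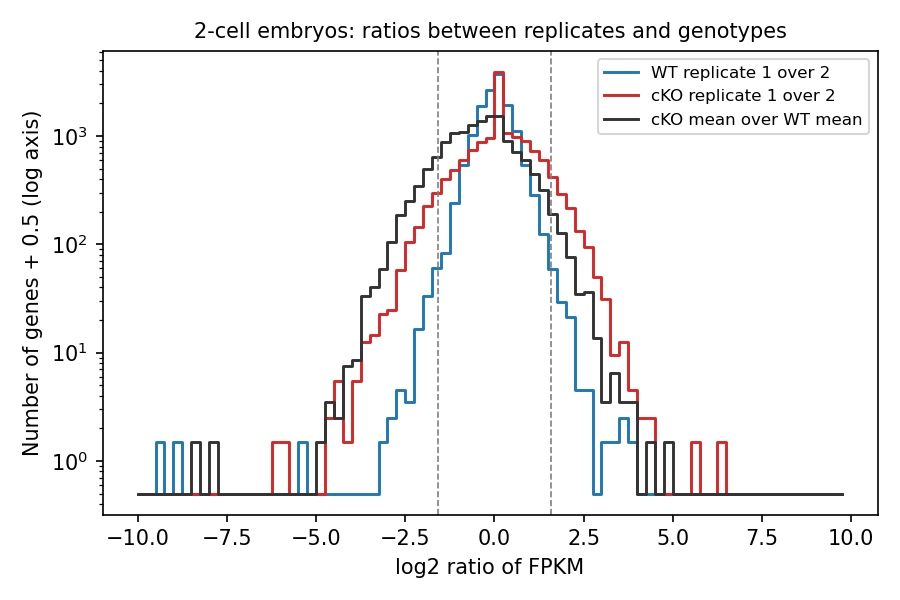
Distribution over genes of the log2 ratio of FPKM at the 2-cell stage, between the 2 WT replicates, between the 2 cKO replicates and between the cKO and WT means. The horizontal axis is the log2 ratio and the vertical axis the number of genes plus 0.5 on a log scale, and the dashed lines mark a 3-fold difference. The ratios between the cKO replicates spread wider than those between the WT replicates, with a standard deviation of 1.10 against 0.52 over genes above the floor.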

At the two-cell stage, 1940 transcripts were down-regulated (Figure 6A, right panel), 31% of which were ZGA genes (Figure 6B), indicating the failure of ZGA. Both ‘cKO two-cell down/up’ genes were similarly enriched in the clusters with high levels of H3K4me3, relatively low levels of H2AK119ub1 and H3K27me3 (Figure 6C, D). Compared to up-regulated genes, ‘cKO two-cell down’ genes were more enriched in H2AK119ub1 demarcated clusters (K4 + K27 + ub and K4 + ub), indicating the genes with more H2AK119ub1 enrichment at GV stage may be more sensitive to USP16 and down-regulated when ZGA happened without H2A deubiquitination (Figure 6C, D). We divided ZGA genes into USP16-insensitive and -sensitive ZGA genes (Figure 6B) and found H2AK119ub1 signals at USP16-sensitive ZGA genes were higher than those at USP16-insensitive ZGA genes at the GV stage in both our and the public ChIP-seq data (Figure 6E, right panel and Supplementary Figure S6D). 

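The ZGA genes that were lower by more than 3-fold in cKO 2-cell embryos form the USP16-sensitive set. The paper reads the share of ZGA genes among the down-regulated transcripts as a sign of ZGA failure (Figure 6B), beside its later measurements of transcription. The other 3136 ZGA genes, the USP16-insensitive set, comprised 3002 genes that changed by less and 134 that were higher by more than 3-fold. The sensitive share was 16.1% of ZGA genes. Among the genes that fell by more than 3-fold from zygotes to 2-cell embryos in WT, 14.4% were lower in cKO 2-cell embryos, and among all other genes 12.3%. These shares include genes too low in WT 2-cell embryos to fall by more than 3-fold. Among the 6061 genes outside the ZGA set with a WT 2-cell mean FPKM above 3, 22.1% were lower, more than among ZGA genes. The H2AK119ub1 signals at these sets were not analysed here.
Among the early zygotic genes that the paper names, Klf10, on chromosome 15 of mm9 from 38221219 to 38230464, had an FPKM of 31.8 ± 1.57 in WT 2-cell embryos (SD, n = 2 libraries) and of 4.11 and 1 in the 2 cKO libraries. Its log2 fold change was -3.36 (standard error 0.45, adjusted p = 0.00450 from limma with Benjamini-Hochberg adjustment), and cKO replicate 2 was at the floor. Hspa2, on chromosome 12 from 77505163 to 77507921, was at 33.6 ± 4.69 in WT and 5.44 ± 0.0402 in cKO embryos (SD, n = 2 libraries each). Phlda2 was at 185 ± 15.6 and 52.9 ± 8.56, and Zfp352 at 374 ± 133 in WT and 114 ± 15.0 in cKO embryos. The cKO replicates of Ankrd22 were far apart, at 4.44 and 30.2, and those of Cdk16 were at 46.0 and 18.9. Each of these genes was lower in both cKO libraries than in both WT libraries. The Zscan4 genes are near-identical copies on chromosome 7 among which reads can be split, so their single values are uncertain. Zscan4a, Zscan4c, Zscan4d and Zscan4f were between 3.46 and 6.98-fold lower in cKO embryos, and Zscan4b was close to the floor in both genotypes.

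**Figure D2:**
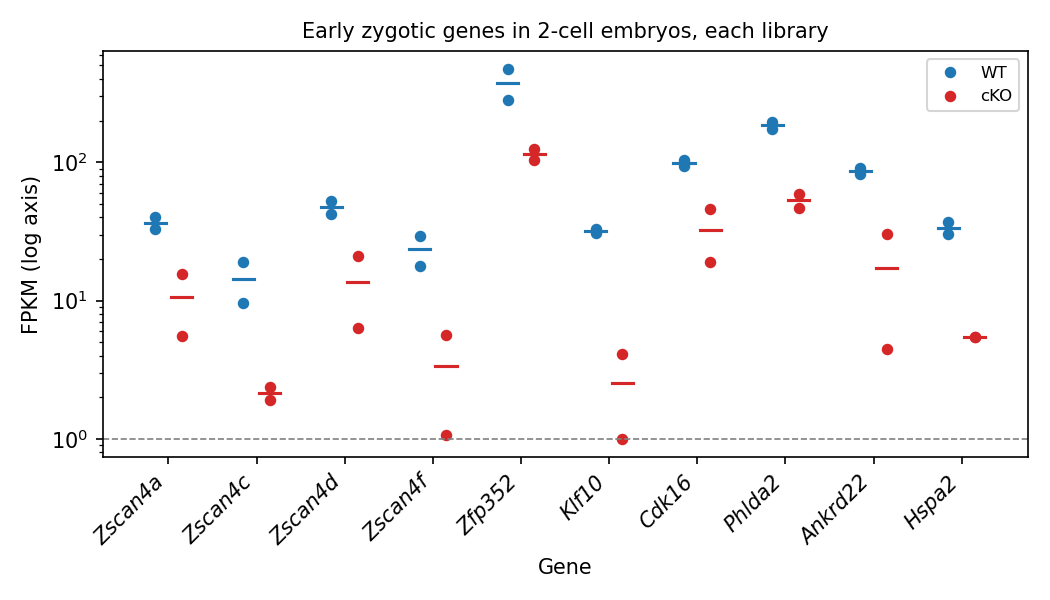
FPKM of early zygotic genes in each WT and cKO 2-cell library. The horizontal axis lists the genes and the vertical axis gives FPKM on a log scale. Each point is 1 library, each short line the mean of 2 libraries, and the dashed line the floor of 1. The 2 cKO points of each gene lie below its 2 WT points, and those of Klf10, Ankrd22 and Zscan4f are far apart.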

USP16-sensitive ZGA genes also showed lower H3K4me3 enrichment at the two-cell stage (Figure 6E, left panel) and higher H3K27me3 enrichment at the GV and MII stage (Figure 6E, middle panel) than USP16-insensitive ZGA genes. Taken together, USP16-sensitive ZGA genes may have higher repressive histone modifications in oocytes. Besides, the down-regulated ZGA genes had higher fold change of H2AK119ub1 levels than up-regulated ZGA genes at the MII stage after *Usp16* deletion (Supplementary Figure S6E). H2AK119ub1 level of non-differentially expressed ZGA genes also increased as down-regulated ZGA genes in *Usp16*^−^*^/^*^−^ MII oocytes, implying the transcriptional inhibition role of H2AK119ub1 might not be very strict, or these genes might be simultaneously regulated by H2AK119ub1 and other modifications (Supplementary Figure S6E). Conversely, ZGA genes that retained higher H2AK119ub1 levels at the MII stage after *Usp16* deletion had more severe defects in gene expression at the two-cell stage (Supplementary Figure S6F). These results further confirmed that the retention of H2AK119ub1 after meiosis resumption was associated with impaired ZGA. H2AK119ub1 removal during meiosis controlled the transcriptional responses at two-cell stage both directly or indirectly.

**Figure 6.**
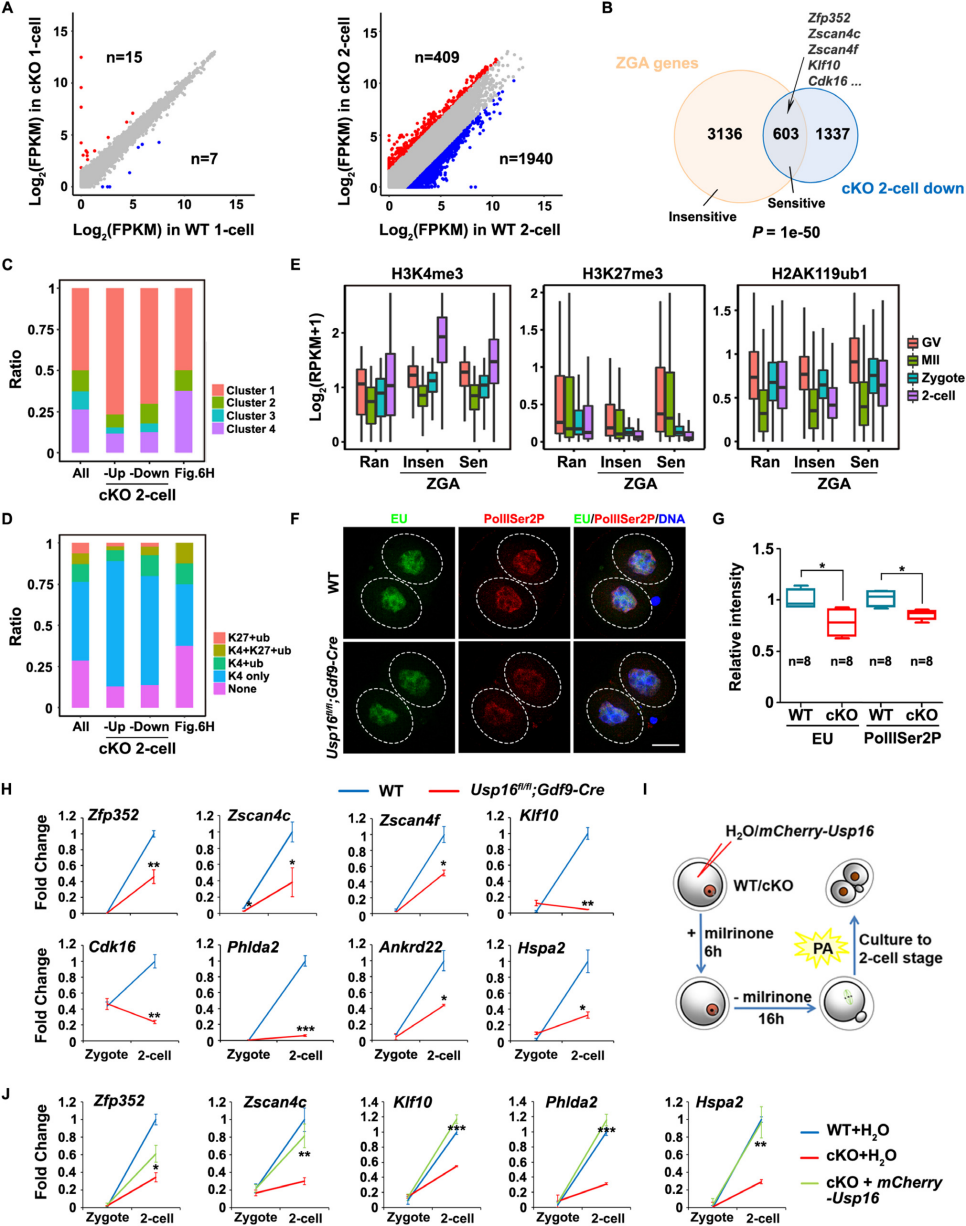
USP16 deletion in oocytes caused ZGA failure in the two-cell embryos. (**A**) Scatter plot comparing the transcripts of WT and maternal *Usp16* knockout embryos (zygotes and two-cell stage embryos). Transcripts that increased or decreased by more than 3-fold in maternal *Usp16* knockout embryos are highlighted in red or blue, respectively. (**B**) Venn diagrams showing the overlap of transcripts that were significantly degraded in maternal *Usp16* knockout two-cell stage embryos and ZGA genes. (**C**, **D**). Bar plot showing enrichment of all, ‘cKO two-cell up’ and ‘cKO two-cell down’ genes from RNA-seq data and the genes from (H) in clusters of Figure 3C (C) and F (D). (**E**) Boxplot showing H3K4me3/H3K27me3/H2AK119ub1 enrichment at USP16-insensitive and -sensitive ZGA genes at indicated stages. ‘Ran’, ‘Insen’ and ‘Sen’ represented random genes, USP16-insensitive ZGA genes and USP16-sensitive ZGA genes, respectively. (**F**) Levels of EU and PolIISer2P in two-cell embryos of WT and *Usp16^fl/fl^;Gdf9-Cre* females. Scale bar, 20 μm. (**G**) Quantification of EU and PolIISer2P signal intensity in two-cell stage embryos of WT and *Usp16^fl/fl^;Gdf9-Cre* females. The numbers of analyzed embryos were indicated (n). Error bars, SEM. *P< 0.05 using two-tailed Student's *t*-test. (**H**) RT-qPCR results showing the relative levels of indicated transcripts in zygotes and two-cell embryos of WT and *Usp16^fl/fl^;Gdf9-Cre* females. n = 3 biological replicates. Error bars, SEM. *P< 0.05, **P< 0.01, ***P< 0.001 using two-tailed Student's *t*-tests. (**I**) Schematic diagram showing the generation of parthenogenetic embryos with different genotypes as well as USP16 over-expression. (**J**). RT-qPCR results showing the relative levels of indicated transcripts in zygotes and two-cell embryos of WT and *Usp16^fl/fl^;Gdf9-Cre* females, as well as *Usp16^fl/fl^;Gdf9-Cre* oocytes overexpressing USP16 *in vitro*. n = 3 biological replicates. Error bars, SEM. *P< 0.05, **P< 0.01, ***P< 0.001 using two-tailed Student's *t*-test.

We further analyzed the transcriptional activity in two-cell embryos generated after maternal *Usp16*-deletion. To label the newly synthesized RNAs, EU was added to the medium 1 h before fixation of control and cKO embryos. Weaker EU signals were detected in cKO embryos (Figure 6F, G). This observation was consistent with the immunofluorescence staining result of phosphorylated RNA polymerase II at serine-2 (PolIISer2P, a marker of RNA polymerase II activation) (Figure 6F-G). The impaired ZGA in cKO embryos was validated by the RT-qPCR results, which demonstrated that known early zygotic genes were expressed at compromised levels at the two-cell stage (Figure 6H). These genes included *Zscan4* family members, which maintain totipotency in two-cell embryos and two-cell-like stem cells(50,51); *Klf10*, which was transcription related (52); as well as other early zygotic genes (*Zfp352*, *Cdk16*, *Phlda2*, *Ankrd22* and *Hspa2*) with undetermined functions in maternal zygotic transition. Among these, *Klf10* and *Hspa2* belonged to the group of ‘MII-ub-down’ genes and ‘cKO MII-ub-up’ genes and *Hspa2* also belonged to ‘two-cell-ub-down’ genes (Figure 5E). These results indicated that ZGA was impaired by maternal *Usp16* deletion directly or indirectly.

To determine whether the impaired ZGA was directly caused by the absence of H2AK119ub1 deubiquitination after *Usp16* deletion, we overexpressed mCherry-USP16 in fully grown *Usp16*-null oocytes by mRNA microinjection. Sixteen hours after the oocytes were released from milrinone, mature MII oocytes were then subjected to parthenogenetic activation (PA) treatment. WT and *Usp16*-null oocytes injected with H_2_O were used as controls. In this experiment, PA, instead of *in vitro* fertilization (IVF), was used to induce ZGA because the *in vitro* cultured and microinjected oocytes usually had low fertilization rates via IVF. After another 30 h culture *in vitro*, parthenogenetic two-cell embryos were collected for detecting the expression of early zygotic genes using RT-qPCR, as illustrated in Figure 6I. The exogenous expression of catalytically active/inactive USP16 in WT oocytes did not affect the timing of embryo development (Supplementary Figure S6G, H), so we could conduct this experiment. Similar to the results in *in vivo* fertilized two-cell embryos, these genes were transcriptionally activated in parthenogenetic *Usp16^♀^^+^* embryos but were at lower levels in *Usp16^♀−^* embryos. Ectopic USP16 expression partially restored the expression of these early zygotic genes (Figure 6J), suggesting that USP16-mediated H2AK119ub1 deubiquitination are important for ZGA.

### Maternal USP16 deletion in mice causes female subfertility

To determine the *in vivo* significance of USP16-mediated H2AK119 deubiquitination during MZT, we analyzed the fertility of *Usp16^fl/fl^;Gdf9-Cre* females by crossing them with adult WT males. In the 8-month fertility test, *Usp16^fl/fl^;Gdf9-Cre* females showed reduced fertility (Figure 7A); the litter size was significantly smaller than that of WT females (Figure 7B), but the average number of litters per female was close to normal levels (Figure 7C). We then studied the development of zygotes derived from *Usp16^fl/fl^;Gdf9-Cre* females. Superovulated *Usp16^fl/fl^;Gdf9-Cre* females were crossed with fertile WT males, and successful coitus was confirmed by the presence of vaginal plugs. The resulting maternal *Usp16*-deleted embryos (*Usp16^♀−^^/^^♂^^+^*) had a prolonged two-cell stage compared to that of WT controls (*Usp16^♀^^+/^^♂^^+^*) and only 50% of them could develop to the four-cell stage. However, most *Usp16^♀−^^/^^♂^^+^* embryos that had escaped from the two-cell arrest could successfully develop to the blastocyst stage (Figure 7D-E). Because the paternal *Usp16* allele was intact in *Usp16^♀−^^/^^♂^^+^* embryo and re-express at two-cell stage (Supplementary Figure S6I), we detected the expression of USP16 in these embryos by immunofluorescence. 

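In the RNA-seq libraries of 2-cell embryos, the FPKM of Usp16 was 168.4 and 183.1 in the WT replicates and 167.7 and 84.8 in the cKO replicates. The cKO mean was 0.718 of the WT mean, compared with 0.104 in zygotes. The 2 cKO replicates differed from each other by more than the means of the genotypes did, and the log2 fold change was -0.55 (standard error 0.34, adjusted p = 0.263 from limma with Benjamini-Hochberg adjustment). With 1 library left out, the ratio of cKO to WT ranged from 0.483 to 0.954. Between the stages, the log2 fold change differed by 2.65 (standard error 0.48, adjusted p = 0.0251 for the interaction of genotype and stage), which rose to an adjusted p of 0.0850 with the replicate number as a block. The FPKM values do not separate transcripts of the paternal allele from those of the maternal allele.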

USP16 signal was undetectable in *Usp16^♀−^^/^^♂^^+^* embryos at the four-cell stage but was present in those that developed into blastocysts (Figure 7F). These results suggested that the expression of paternal USP16 after the two-cell stage partially rescued the developmental defects in *Usp16^♀−^^/^^♂^^+^* embryos.

**Figure 7.**
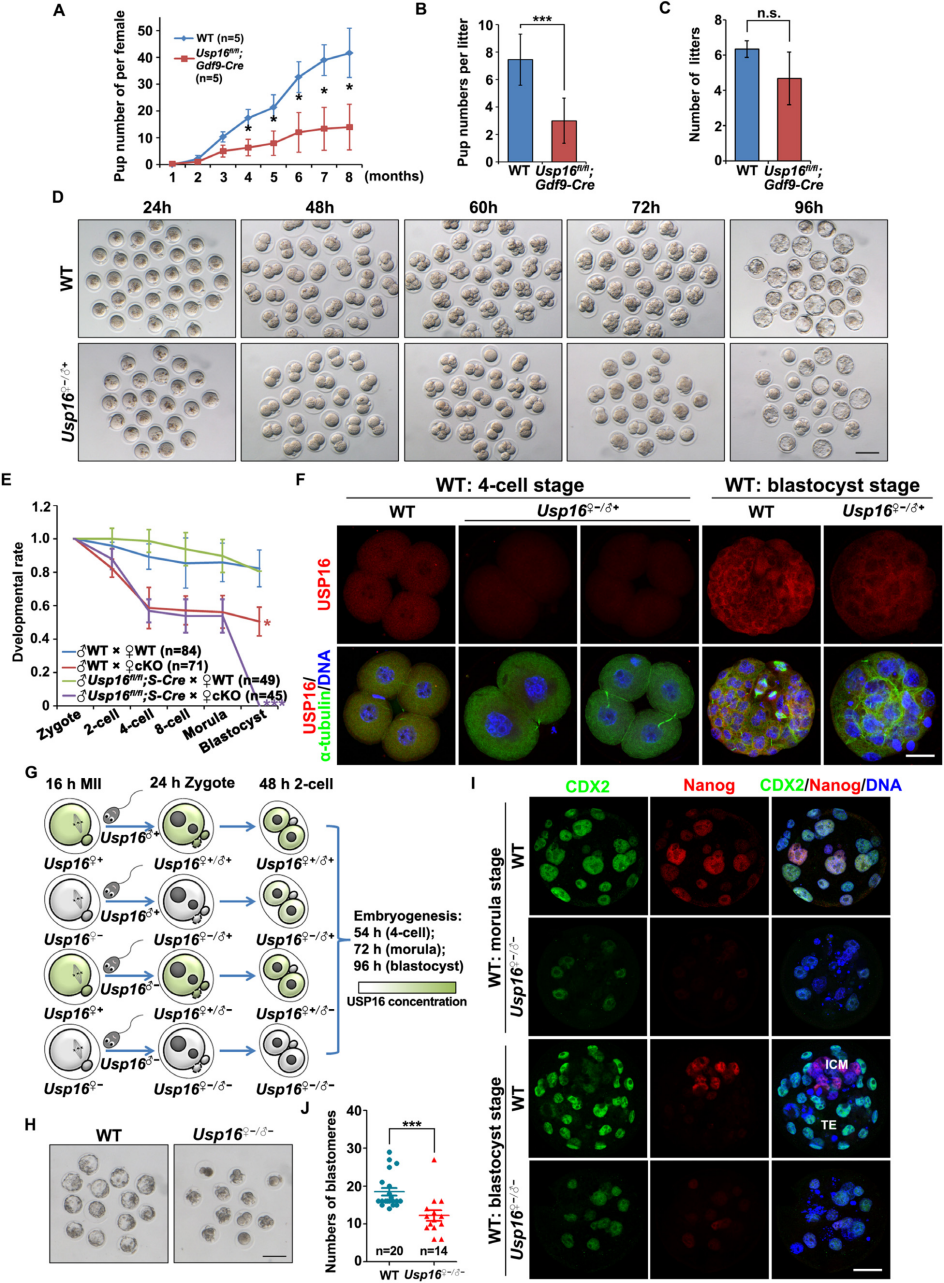
Maternal deletion of USP16 caused female subfertility owing to impaired early embryogenesis. (**A**) Cumulative pup numbers per female WT and *Usp16^fl/fl^;Gdf9-Cre* mice. The numbers of analyzed mice have been indicated (n). Error bars, S.E.M. *P< 0.05 using two-tailed Student's *t*-test. (**B**) Number of pups per litter. Error bars, S.E.M. ***P< 0.001 using two-tailed Student's *t*-test. (**C**) Number of litters per female mouse during eight months for fertility tests. Error bars, S.E.M. n.s.: non-significant. (**D**) Representative images of preimplantation embryos derived from WT and *Usp16^fl/fl^;Gdf9-Cre* females at the time when WT embryos reached the indicated stages. ‘♂’ and ‘♀’ were used to refer to paternal and maternal alleles, respectively. Scale bar, 100 μm. (**E**) Quantification of preimplantation embryos of different genotypes at the time when WT embryos reached the indicated stages. The numbers of analyzed embryos have been indicated (n). Error bars, S.E.M. *P< 0.05, ***P< 0.001 using two-tailed Student's *t*-test. (**F**) Immunofluorescent staining showing the expression of USP16 in WT and *Usp16^♀−^^/^^♂^^+^* embryos. Scale bar, 20 μm. (**G**) Schematic diagram showing the generation of embryos by parents of different genotypes. (**H**). Representative images of WT and *Usp16^♀−^^/^^♂−^* embryos at 104 h after hCG injection. (**I**) Immunofluorescence of CDX2 and Nanog in embryos at the time when WT embryos developed to the morula and blastocyst stages. Scale bar, 20 μm. (**J**) The number of blastomeres per WT or *Usp16^♀−^^/^^♂−^* embryo at 80 h after hCG injection, when the WT embryos developed to the morula stage. The numbers of analyzed embryos have been indicated (n). Error bars, S.E.M. ***P< 0.001 using two-tailed Student's *t*-test.

To test this hypothesis, we developed *Usp16^fl/^^−^;Stra8-Cre* male mice, with *Usp16* knockout in the male germline (Figure 7G). When *Usp16^fl/fl^;Gdf9-Cre* females were mated with these males, the resultant *Usp16^♀−^^/^^♂−^* embryos exhibited severe developmental defects because of ablated USP16 expression (Figure 7E and G). Similar to the *Usp16^♀−^^/^^♂^^+^* embryos, 50% *Usp16^♀−^^/^^♂−^* embryos were blocked at the two-cell stage. However, the embryos that escaped from the two-cell arrest were blocked at the morula stage (Figure 7E and H). Only a few blastomeres of the *Usp16^♀−^^/^^♂−^* embryos expressed caudal type homeobox 2 (CDX2, a functional marker for trophectoderm (TE)) and Nanog (a functional marker for inner cell mass (ICM)), indicating that the blastomeres in these developmentally arrested embryos failed to acquire a TE or an ICM cell fate (Figure 7I). Besides, many blastomeres in *Usp16^♀−^^/^^♂−^* embryos had fragmented nuclei (Figure 7I), suggesting potential roles of USP16 in genome stability maintenance during embryogenesis. Though the developmentally arrested *Usp16^♀−^^/^^♂−^* embryos appeared compacted (Figure 7H), the number of blastomeres of these embryos was fewer than that of WT morula (Figure 7J). These results indicated that: (i) maternal USP16 deletion caused partial early developmental arrest after fertilization; and (ii) zygotically expressed USP16 quickly substituted for maternal USP16 in supporting embryo development beyond the morula stage.

## DISCUSSION

Studies in model systems including *Drosophila*, zebrafish, *Xenopus* and mouse have indicated that H2AK119ub1 is a fundamental epigenetic marker that controls many crucial cellular processes in development and homeostasis maintenance (53,54). Mammalian oocytes and embryos also undergo drastic epigenetic changes during development (2,5). Like other histone modifications, H2AK119ub1 is a reversible mark. Its levels are determined by a balance between PRC1-mediated H2AK119 ubiquitination and H2AK119 DUB-mediated deubiquitination (55). However, neither the significance of H2AK119ub1 during the MZT process, nor the potential H2AK119 DUB has been verified in mammalian oocytes or early embryos.

Previously, maternal H2AK119ub1 was found to be maintained at a high level by PRC1 in GV oocytes and undetectable in MII oocytes (16,17). Then H2AK119ub1 continued to be present in the pronuclei of zygotes and nuclei of preimplantation embryos (18). Our H2AK119ub1 immunofluorescence results are consistent with these observations. However, we further detected the prompt decrease in H2AK119ub1 in the time frame following meiotic resumption, indicating that the removal of H2AK119ub1 could be a novel epigenetic marker of meiotic resumption. The present study revealed that the key DUB in oocytes was USP16, which was localized in the ooplasm before meiotic resumption. Upon nuclear envelope breakdown, USP16 acquired access to chromatin to remove H2AK119ub1. At the same time, components of the nuclear factor PRC1 were released into the cytoplasm and could not catalyze ubiquitylation of histone H2A possibly because the chromatin was condensed at this state. After fertilization, the chromatin became decondensed and the PRC1 components reloaded on the chromatin of both the pronuclei to generate embryonic H2AK119ub1, which was maintained at a higher level during subsequent embryo development (Figure 8).

**Figure 8.**
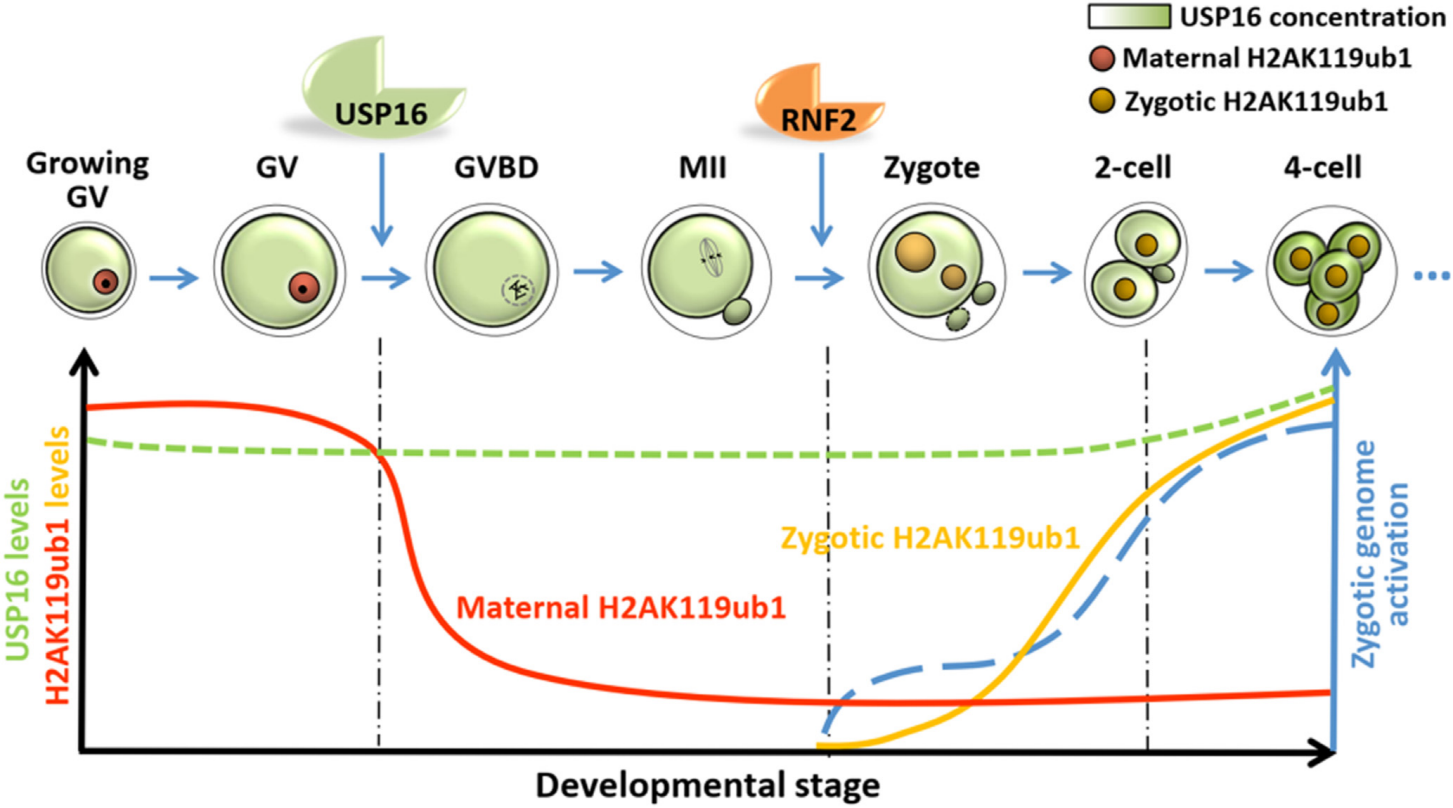
A diagram showing the significance of H2AK119ub1 removal by USP16 during MZT. During follicle growth, H2AK119ub1 was maintained at a high level by PRC1 in the oocytes. A H2AK119 deubiquitinase USP16 was expressed in the ooplasm but did not have access to the chromatin. At meiosis resumption, maternal H2AK119ub1 was deubiquitinated by USP16 soon after nuclear membrane breakdown to prepare for epigenetic reprogramming. After fertilization, maternal RNF2 protein stored in the ooplasm returned to nucleus to mediate reconstruction of zygotic H2AK119ub1. The deletion of maternal *Usp16* had little effect on oocyte growth and meiosis, but caused maternal H2AK119ub1 not to be removed during meiosis and to be abnormal at individual ZGA genes in subsequent embryos. USP16 ensured zygotic genome reprogramming and embryonic development in order.

During oogenesis, PRC1 repressed aberrant transcription to specify maternal factors in the cytoplasm and on chromosomes to contribute to the embryo developmental potential (17). RNF2 and its paralog RING1, the two core PRC1 components, are the main enzymes responsible for H2AK119ub1 in oocytes (17). Maternal deficiency for *Rnf2* and *Ring1* resulted in undetectable H2AK119ub1, massive transcriptional misregulation in oocytes, impaired ZGA, and embryo development blocking at the two-cell stage that followed (17). Nevertheless, it is not clear whether PRC1 works that way by blocking the elongation of RNA polymerase through H2AK119ub1 or not, because non-enzymatic PRC1 could also repress transcription by compacting chromatin directly, blocking remodeling and inhibiting transcription initiation (56). In a recent study, Jullien *et al.* used the nuclear transfer strategy to identify genes in MEF nuclei whose epigenetic configuration directly resisted transcriptional reprogramming (10). Overexpression of the chromatin modifier USP21, another H2AK119ub1 DUB, in advance could reduce the H2AK119ub1 level, alleviate transcriptional reprogramming resistance, and promote embryo development after nuclear transplantation (10), suggesting that the destabilization of innate epigenetic repression on genes critical for safeguarding the identity of a cell was indispensable to the reestablishment of gene expression patterns. Identifying definitive evidence that proves the function of H2AK119ub1 in transcriptional repression *in vivo* has remained a challenge in oocytes and early embryos. In our study, we first determined the significance of H2AK119ub1 and its reduction in ZGA *in vivo*. Defective H2AK119ub1 deubiquitination after GVBD by maternal *Usp16* knockout did not affect meiosis, but impaired ZGA and subsequent early embryonic development, due to the failure of zygotic genome reprogramming. Overall, the proper establishment and timely removal of H2AK119ub1 in oocytes were both vital for early embryo development.

Further insight into the role of H2AK119ub1 came from the findings of ChIP-seq studies. H2AK119ub1 specifically deposited at gene promoters in oocytes and embryos, implying its role in transcriptional regulation. By comparing the ChIP-seq results with the RNA-seq results at the GV stage, it was possible to gain insight into the negative correlation between H2AK119ub1 levels and gene expression. Although H2AK119ub1 existed in the entire genome, it preferred to accumulate at the genes with low expression levels.

It has been reported that multiple epigenetic marks localize on distinct genomic regions and regulate transcription at a single-gene level (57,58). Therefore, we checked the correlation of H2AK19ub1 with other histone modifications in oocytes (Figure 3C–F). H2AK119ub1 tended to be deposited at both H3K27me3-enriched domains and H3K4me3-enriched domains, indicating that H2AK119ub1 indeed preferred to function together with other histone modifications. The genes enriched by H3K4me3 usually had high expression level and the genes enriched by H3K27me3 usually had low expression level, consistent with their transcriptional regulation activity. The genes enriched by H2AK119ub1 and H3K4me3 had lower expression levels than those enriched only by H3K4me3, indicating that H2AK119ub1 potentially played an inhibitory role in transcription regulation. Moreover, the expression levels of the genes enriched by H2AK119ub1 and H3K27me3, as well as the genes enriched by H2AK119ub1, H3K4me3 and H3K27me3 were much lower. In conclusion, a variety of histone modifications cooperated to regulate gene transcription in mouse oocytes.

By analyzing RNA-seq result, we found 409 and1940 transcripts were up- and down-regulated respectively in cKO two-cell stage embryos. 

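Under the fold rule, the genes higher in cKO 2-cell embryos had both cKO libraries above both WT libraries in 373 of 409 cases, a share that the choice by mean also raises. The lower genes made up 82.6% of all genes that changed by more than 3-fold. This split followed the scaling of the libraries. The median log2 ratio of cKO to WT, over the 9086 genes above the floor in all 2-cell libraries, was -0.31 on the values as deposited, 0.16 after median-ratio scaling and -0.53 after each library was scaled to the same sum. Median-ratio scaling gave 993 higher genes and a lower share of 47.7%, and sum scaling gave 246 higher genes and a lower share of 90.7%. FPKM is relative to the mapped fragments of each library, and no external standard is described that would set the total amount of RNA. Among the higher genes, Dydc2 was at the floor in both WT libraries and at 14.9 and 30.2 FPKM in the cKO libraries, at least 22.5-fold higher. Spesp1 was at 2.13 ± 0.996 in WT and 31.6 ± 7.45 in cKO embryos (SD, n = 2 libraries each). Among the lower genes, Th fell from 47.8 ± 6.60 to 1.55 ± 0.783 and Gstm1 from 45.0 ± 0.619 to 1.75 ± 1.06.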

Though all the changed genes preferred to belong to the clusters with high levels of H3K4me3, relatively low levels of H2AK119ub1 and none H3K27me3, there were more H2AK119ub1 enriched clusters (K4 + K27 + ub and K4 + ub) in down-regulated genes (Figure 6C-D), indicating the genes with more H2AK119ub1 at GV stage were more sensitive and down regulated when ZGA happened without deubiquitination during meiosis. H2AK119ub1 removal during meiosis controlled the transcriptional responses at two-cell stage in a direct or indirect manner. As for genes in Figure 6H, the number was too little to perform such enrichment analysis or to get meaningful results (Figure 6C, D). Besides, only 9.4% of 329 ‘two-cell-ub-down’ genes and 7.6% of 2288 ‘MII-ub-down’ genes were down-regulated (data not shown) in maternal *Usp16*-deleted two-cell embryos, suggesting that more ZGA genes were regulated by USP16 indirectly. However, almost all these down-regulated ‘two-cell-ub-down’ genes (90.0%) were included in these down-regulated ‘MII-ub-down’ genes.

Recently, another two labs also focused on the complicated interaction of these epigenetic marks in mouse oocytes and early embryos (23,24). Reduction of H2AK119ub1 in oocytes led to H3K27me3 loss at a subset of genes and this accompanying gene-selective H3K27me3 deficiency caused loss of H3K27me3-dependent imprinting in embryos (24). In contrast, H2AK119ub1 depletion in zygotes had no effect on H3K27me3 imprinting maintenance (23). Besides, maternal PRC2 knockout had little effect on global H2AK119ub1 in early embryos but disrupt allelic H2AK119ub1 at H3K27me3 imprinting loci (23). The true director of two modifications would be further studied to clarify. In addition, clear signal for H2AK119ub1 could be found in WT MII oocytes from their CUT&RUN results, which seemed different from ours. We think the key is the unused spike-ins when analyzing their profile. Actually, although CUT&RUN method is sensitive, it is not suitable for direct comparison of signal levels among different samples without spike-ins (59), so we performed H2AK119ub1 profiling using a widely used method based on the conventional ultra-low-input ChIP-seq (i.e. the conventional RPKM normalization) instead of CUT&RUN, and took advantage of the relatively high background to normalize H2AK119ub1 levels among samples (8,20,22,60–62). With this normalization strategy, we could clearly observe a drastic reduction of global H2AK119ub1 levels in MII oocytes, which was also supported by our and other published immunostaining results.

ZGA at the two-cell stage was vital for embryo development. The mRNA profile at the two-cell stage was markedly different from that in oocytes (46–49). Changed histone modifications lead to distinct transcription frequencies of different genes. At the two-cell stage, H2AK119ub1 levels on the promoters of ZGA genes were lower than that of other genes. The decrease in H2AK119ub1 was partly due to its extensive removal by USP16 during meiotic maturation. Genes with decreased H2AK119ub1 levels at the MII and two-cell stages were transcriptionally activated at the two-cell stage. This fact supports our hypothesis that maternal H2AK119ub1 removal after meiosis resumption is vital for ZGA.

Acute H2AK119ub1 depletion at zygote stage caused premature activation of developmental genes during ZGA and subsequent embryonic arrest at the 4-cell stage (23). However, maternal *Usp16*-deleted embryos exhibited severe defects in ZGA and a low developmental potential at the two-cell stage, indicating the significance of USP16-mediated large scale H2AK119ub1 removal from maternal genome during meiosis. USP16 is required for H2AK119ub1 decline during oocyte meiotic maturation because it is the only H2AK119ub1 DUB that is highly expressed in this process. Besides USP16, other DUBs such as USP21 may serve a partially redundant maternal function, because approximately 60% of the *Usp16^♀−^^/^^♂^^+^* and *Usp16^♀−^^/^^♂−^* embryos develop beyond the two-cell stage. Although USP21 expresses at a lower level than USP16, it is biochemically capable of removing ubiquitin from histone H2AK119, as shown in Figure 4I, J. In the absence of USP16, USP21 may still be able to remove a portion of H2K119ub1 from the maternal chromatin, albeit at a slower rate than normal, causing the development of some of the *Usp16*-deleted embryos beyond the two-cell stage. In addition, it is likely that zygotic USP16 continues to play a role in balancing the genomic deposition of H2AK119ub1, because 1) the early zygotic expression of paternal *Usp16* can partially rescue the developmental defects of maternal *Usp16*-deleted embryos; and 2) knockout of paternal *Usp16* strengthens the effect of maternal *Usp16* knockout and leads to complete preimplantation failure in the *Usp16^♀−^^/^^♂−^* embryos. These embryos are different from the previously reported *Usp16* knockout embryos obtained by crossing the *Usp16^+/^^−^* parents, because the latter still contain the maternal deposition of *Usp16* mRNA and proteins from their *Usp16* heterozygous mothers. And *Usp16* knockout caused lethal developmental defects after implantation but before the E7.5 developmental stage. *Usp16^−^^/^^−^* ESCs failed to differentiate due to ubH2A-mediated repression of lineage-specific genes (14). These events well explain why USP16 protein level increased continuously during pre-implantation development. Zygotically expressed USP16 would substitute for maternal USP16 in supporting early embryo development beyond the morula stage and ESC differentiation in after embryo implantation.

Taken together, the accumulation and reduction of maternal H2AK119ub1 in oocytes are both prerequisites for proper embryonic development. The *in vivo* results indicate that the reduction of H2AK119ub1 by an USP16-dependent mechanism during oocyte maturation reduces reprogramming resistance, ensures zygotic genome reprogramming, and thus, provides high developmental competence after fertilization.

## DATA AVAILABILITY

ChIP-seq and RNA-seq data have been deposited in the NCBI Gene Expression Omnibus database under the accession code GSE154412 and GSE169199.

## Supplementary Material

gkac468_Supplemental_File Click here for additional data file.

## References

[1] De La Fuente R. Chromatin modifications in the germinal vesicle (GV) of mammalian oocytes. Dev. Biol.2006; 292:1–12.1646671010.1016/j.ydbio.2006.01.008

[2] Zhou L.Q. , DeanJ. Reprogramming the genome to totipotency in mouse embryos. Trends Cell Biol.2015; 25:82–91.2544835310.1016/j.tcb.2014.09.006PMC4312727

[3] Akiyama T. , SuzukiO., MatsudaJ., AokiF. Dynamic replacement of histone H3 variants reprograms epigenetic marks in early mouse embryos. PLos Genet.2011; 7:e1002279.2199859310.1371/journal.pgen.1002279PMC3188537

[4] Xu R. , LiC., LiuX., GaoS. Insights into epigenetic patterns in mammalian early embryos. Protein Cell. 2021; 12:7–28.3267179210.1007/s13238-020-00757-zPMC7815849

[5] Clarke H.J. , VieuxK.F. Epigenetic inheritance through the female germ-line: the known, the unknown, and the possible. Semin. Cell Dev. Biol.2015; 43:106–116.2618318910.1016/j.semcdb.2015.07.003

[6] Yu C. , FanX., ShaQ.Q., WangH.H., LiB.T., DaiX.X., ShenL., LiuJ., WangL., LiuK.et al. CFP1 regulates histone H3K4 trimethylation and developmental potential in mouse oocytes. Cell Rep.2017; 20:1161–1172.2876820010.1016/j.celrep.2017.07.011

[7] Au Yeung W.K. , Brind’AmourJ., HatanoY., YamagataK., FeilR., LorinczM.C., TachibanaM., ShinkaiY., SasakiH. Histone H3K9 methyltransferase G9a in oocytes is essential for preimplantation development but dispensable for CG methylation protection. Cell Rep.2019; 27:282–293.3094340810.1016/j.celrep.2019.03.002

[8] Xu Q. , XiangY., WangQ., WangL., Brind’AmourJ., BogutzA.B., ZhangY., ZhangB., YuG., XiaW.et al. SETD2 regulates the maternal epigenome, genomic imprinting and embryonic development. Nat. Genet.2019; 51:844–856.3104040110.1038/s41588-019-0398-7

[9] Sha Q.Q. , DaiX.X., JiangJ.C., YuC., JiangY., LiuJ., OuX.H., ZhangS.Y., FanH.Y. CFP1 coordinates histone H3 lysine-4 trimethylation and meiotic cell cycle progression in mouse oocytes. Nat. Commun.2018; 9:3477.3015444010.1038/s41467-018-05930-xPMC6113306

[10] Jullien J. , VodnalaM., PasqueV., OikawaM., MiyamotoK., AllenG., DavidS.A., BrochardV., WangS., BradshawC.et al. Gene resistance to transcriptional reprogramming following nuclear transfer is directly mediated by multiple chromatin-repressive pathways. Mol. Cell. 2017; 65:873–884.2825770210.1016/j.molcel.2017.01.030PMC5344684

[11] Matoba S. , LiuY., LuF., IwabuchiK.A., ShenL., InoueA., ZhangY. Embryonic development following somatic cell nuclear transfer impeded by persisting histone methylation. Cell. 2014; 159:884–895.2541716310.1016/j.cell.2014.09.055PMC4243038

[12] Matoba S. , WangH., JiangL., LuF., IwabuchiK.A., WuX., InoueK., YangL., PressW., LeeJ.T.et al. Loss of H3K27me3 imprinting in somatic cell nuclear transfer embryos disrupts post-implantation development. Cell Stem Cell. 2018; 23:343–354.3003312010.1016/j.stem.2018.06.008PMC6326833

[13] Liu W. , LiuX., WangC., GaoY., GaoR., KouX., ZhaoY., LiJ., WuY., XiuW.et al. Identification of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing. Cell Discov. 2016; 2:16010.2746245710.1038/celldisc.2016.10PMC4897595

[14] Yang W. , LeeY.H., JonesA.E., WoolnoughJ.L., ZhouD., DaiQ., WuQ., GilesK.E., TownesT.M., WangH. The histone H2A deubiquitinase usp16 regulates embryonic stem cell gene expression and lineage commitment. Nat. Commun.2014; 5:3818.2478402910.1038/ncomms4818PMC4060806

[15] Illingworth R.S. Chromatin folding and nuclear architecture: PRC1 function in 3D. Curr. Opin. Genet. Dev.2019; 55:82–90.3132346610.1016/j.gde.2019.06.006PMC6859790

[16] Du Z. , ZhengH., KawamuraY.K., ZhangK., GasslerJ., PowellS., XuQ., LinZ., XuK., ZhouQ.et al. Polycomb group proteins regulate chromatin architecture in mouse oocytes and early embryos. Mol. Cell. 2020; 77:825–839.3183799510.1016/j.molcel.2019.11.011

[17] Posfai E. , KunzmannR., BrochardV., SalvaingJ., CabuyE., RoloffT.C., LiuZ., TardatM., van LohuizenM., VidalM.et al. Polycomb function during oogenesis is required for mouse embryonic development. Genes Dev.2012; 26:920–932.2249959110.1101/gad.188094.112PMC3347790

[18] Eid A. , Torres-PadillaM.E. Characterization of non-canonical polycomb repressive complex 1 subunits during early mouse embryogenesis. Epigenetics. 2016; 11:389–397.2708169210.1080/15592294.2016.1172160PMC4939922

[19] Cao W. , GuoJ., WenX., MiaoL., LinF., XuG., MaR., YinS., HuiZ., ChenT.et al. CXXC finger protein 1 is critical for T-cell intrathymic development through regulating H3K4 trimethylation. Nat. Commun.2016; 7:11687.2721029310.1038/ncomms11687PMC4879243

[20] Zhang B. , ZhengH., HuangB., LiW., XiangY., PengX., MingJ., WuX., ZhangY., XuQ.et al. Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Nature. 2016; 537:553–557.2762638210.1038/nature19361

[21] Dahl J.A. , JungI., AanesH., GreggainsG.D., ManafA., LerdrupM., LiG., KuanS., LiB., LeeA.Y.et al. Broad histone H3K4me3 domains in mouse oocytes modulate maternal-to-zygotic transition. Nature. 2016; 537:548–552.2762637710.1038/nature19360PMC6283663

[22] Wang C. , LiuX., GaoY., YangL., LiC., LiuW., ChenC., KouX., ZhaoY., ChenJ.et al. Reprogramming of H3K9me3-dependent heterochromatin during mammalian embryo development. Nat. Cell Biol.2018; 20:620–631.2968626510.1038/s41556-018-0093-4

[23] Chen Z. , DjekidelM.N., ZhangY. Distinct dynamics and functions of H2AK119ub1 and H3K27me3 in mouse preimplantation embryos. Nat. Genet.2021; 53:551–563.3382100510.1038/s41588-021-00821-2PMC8092361

[24] Mei H. , KozukaC., HayashiR., KumonM., KosekiH., InoueA. H2AK119ub1 guides maternal inheritance and zygotic deposition of H3K27me3 in mouse embryos. Nature Genetics. 2021; 53:539–550.3382100310.1038/s41588-021-00820-3

[25] Nicassio F. , CorradoN., VissersJ.H., ArecesL.B., BerginkS., MarteijnJ.A., GevertsB., HoutsmullerA.B., VermeulenW., Di FioreP.P.et al. Human USP3 is a chromatin modifier required for S phase progression and genome stability. Curr. Biol.2007; 17:1972–1977.1798059710.1016/j.cub.2007.10.034

[26] Joo H.Y. , JonesA., YangC., ZhaiL., SmithA.D., ZhangZ., ChandrasekharanM.B., SunZ.W., RenfrowM.B., WangY.et al. Regulation of histone H2A and H2B deubiquitination and xenopus development by USP12 and USP46. J. Biol. Chem.2011; 286:7190–7201.2118368710.1074/jbc.M110.158311PMC3044976

[27] Joo H.Y. , ZhaiL., YangC., NieS., Erdjument-BromageH., TempstP., ChangC., WangH. Regulation of cell cycle progression and gene expression by H2A deubiquitination. Nature. 2007; 449:1068–1072.1791435510.1038/nature06256

[28] Zhang X.Y. , PfeifferH.K., ThorneA.W., McMahonS.B. USP22, an hSAGA subunit and potential cancer stem cell marker, reverses the polycomb-catalyzed ubiquitylation of histone H2A. Cell Cycle. 2008; 7:1522–1524.1846953310.4161/cc.7.11.5962PMC2709765

[29] Nakagawa T. , KajitaniT., TogoS., MasukoN., OhdanH., HishikawaY., KojiT., MatsuyamaT., IkuraT., MuramatsuM.et al. Deubiquitylation of histone H2A activates transcriptional initiation via trans-histone cross-talk with H3K4 di- and trimethylation. Genes Dev.2008; 22:37–49.1817216410.1101/gad.1609708PMC2151013

[30] Li F. , HanH., SunQ., LiuK., LinN., XuC., ZhaoZ., ZhaoW. USP28 regulates deubiquitination of histone H2A and cell proliferation. Exp. Cell. Res.2019; 379:11–18.3091039910.1016/j.yexcr.2019.03.026

[31] Pan H. , JiaR., ZhangL., XuS., WuQ., SongX., ZhangH., GeS., XuX.L., FanX. BAP1 regulates cell cycle progression through E2F1 target genes and mediates transcriptional silencing via H2A monoubiquitination in uveal melanoma cells. Int. J. Biochem. Cell Biol.2015; 60:176–184.2558275110.1016/j.biocel.2015.01.001

[32] Forster M. , BooraR.K., PetrovJ.C., FodilN., AlbaneseI., KimJ., GrosP., NijnikA. A role for the histone H2A deubiquitinase MYSM1 in maintenance of CD8(+) t cells. Immunology. 2017; 151:110–121.2806689910.1111/imm.12710PMC5382346

[33] Gu Y. , JonesA.E., YangW., LiuS., DaiQ., LiuY., SwindleC.S., ZhouD., ZhangZ., RyanT.M.et al. The histone H2A deubiquitinase usp16 regulates hematopoiesis and hematopoietic stem cell function. Proc. Natl. Acad. Sci. U.S.A.2016; 113:E51–E60.2669948410.1073/pnas.1517041113PMC4711844

[34] Adorno M. , SikandarS., MitraS.S., KuoA., Nicolis Di RobilantB., Haro-AcostaV., OuadahY., QuartaM., RodriguezJ., QianD.et al. Usp16 contributes to somatic stem-cell defects in down's syndrome. Nature. 2013; 501:380–384.2402576710.1038/nature12530PMC3816928

[35] Xu J.C. , DawsonV.L., DawsonT.M. Usp16: key controller of stem cells in down syndrome. EMBO J.2013; 32:2788–2789.2407665210.1038/emboj.2013.220PMC3817468

[36] Montellese C. , van den HeuvelJ., AshionoC., DornerK., MelnikA., JonasS., ZempI., PicottiP., GilletL.C., KutayU. USP16 counteracts mono-ubiquitination of RPS27a and promotes maturation of the 40S ribosomal subunit. Elife. 2020; 9:e54435.3212976410.7554/eLife.54435PMC7065907

[37] Zhang Y. , LiuR.B., CaoQ., FanK.Q., HuangL.J., YuJ.S., GaoZ.J., HuangT., ZhongJ.Y., MaoX.T.et al. USP16-mediated deubiquitination of calcineurin a controls peripheral T cell maintenance. J. Clin. Invest.2019; 129:2856–2871.3113538110.1172/JCI123801PMC6597231

[38] Lan Z.J. , XuX., CooneyA.J. Differential oocyte-specific expression of cre recombinase activity in GDF-9-iCre, Zp3cre, and MSX2CRE transgenic mice. Biol. Reprod.2004; 71:1469–1474.1521519110.1095/biolreprod.104.031757

[39] Zhu Y. , YuJ., RongY., WuY.-W., LiY., ZccchangL., PanY., FanH.-Y., ShenL.J.S.B. Genomewide decoupling of H2AK119ub1 and H3K27me3 in early mouse development. 2021; 66:2489–2497.10.1016/j.scib.2021.06.01036654208

[40] Brind’Amour J. , LiuS., HudsonM., ChenC., KarimiM.M., LorinczM.C. An ultra-low-input native chip-seq protocol for genome-wide profiling of rare cell populations. Nat. Commun.2015; 6:6033.2560799210.1038/ncomms7033

[41] Tan J.H. , WangH.L., SunX.S., LiuY., SuiH.S., ZhangJ. Chromatin configurations in the germinal vesicle of mammalian oocytes. Mol. Hum. Reprod.2009; 15:1–9.1901983710.1093/molehr/gan069

[42] Yan L. , YangM., GuoH., YangL., WuJ., LiR., LiuP., LianY., ZhengX., YanJ.et al. Single-cell RNA-Seq profiling of human preimplantation embryos and embryonic stem cells. Nat. Struct. Mol. Biol.2013; 20:1131–1139.2393414910.1038/nsmb.2660

[43] Zhuo X. , GuoX., ZhangX., JingG., WangY., ChenQ., JiangQ., LiuJ., ZhangC. Usp16 regulates kinetochore localization of plk1 to promote proper chromosome alignment in mitosis. J. Cell Biol.2015; 210:727–735.2632368910.1083/jcb.201502044PMC4555819

[44] Sen Nkwe N. , DaouS., UriarteM., GagnonJ., IannantuonoN.V., BarbourH., YuH., MasclefL., FernandezE., Zamorano CuervoN.et al. A potent nuclear export mechanism imposes USP16 cytoplasmic localization during interphase. J. Cell Sci.2020; 133:jcs239236.3200569610.1242/jcs.239236

[45] Howe F.S. , FischlH., MurrayS.C., MellorJ. Is H3K4me3 instructive for transcription activation?. Bioessays. 2017; 39:1–12.10.1002/bies.20160009528004446

[46] Tadros W. , LipshitzH.D. The maternal-to-zygotic transition: a play in two acts. Development. 2009; 136:3033–3042.1970061510.1242/dev.033183

[47] Vastenhouw N.L. , CaoW.X., LipshitzH.D. The maternal-to-zygotic transition revisited. Development. 2019; 146:dev161471.3118964610.1242/dev.161471

[48] Yu C. , JiS.Y., ShaQ.Q., DangY., ZhouJ.J., ZhangY.L., LiuY., WangZ.W., HuB., SunQ.Y.et al. BTG4 is a meiotic cell cycle-coupled maternal-zygotic-transition licensing factor in oocytes. Nat. Struct. Mol. Biol.2016; 23:387–394.2706519410.1038/nsmb.3204

[49] Abe K. , YamamotoR., FrankeV., CaoM., SuzukiY., SuzukiM.G., VlahovicekK., SvobodaP., SchultzR.M., AokiF. The first murine zygotic transcription is promiscuous and uncoupled from splicing and 3' processing. EMBO J.2015; 34:1523–1537.2589651010.15252/embj.201490648PMC4474528

[50] Macfarlan T.S. , GiffordW.D., DriscollS., LettieriK., RoweH.M., BonanomiD., FirthA., SingerO., TronoD., PfaffS.L. Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature. 2012; 487:57–63.2272285810.1038/nature11244PMC3395470

[51] Zhang W. , ChenF., ChenR., XieD., YangJ., ZhaoX., GuoR., ZhangY., ShenY., GokeJ.et al. Zscan4c activates endogenous retrovirus MERVL and cleavage embryo genes. Nucleic Acids Res.2019; 47:8485–8501.3130453410.1093/nar/gkz594PMC7145578

[52] Ruberto A.A. , Grechez-CassiauA., GuerinS., MartinL., RevelJ.S., MehiriM., SubramaniamM., DelaunayF., TeboulM. KLF10 integrates circadian timing and sugar signaling to coordinate hepatic metabolism. *eLife*. 2021; 10:e65574.10.7554/eLife.65574PMC841008334402428

[53] Desai D. , PetheP. Polycomb repressive complex 1: regulators of neurogenesis from embryonic to adult stage. J. Cell. Physiol.2020; 235:4031–4045.3160899410.1002/jcp.29299

[54] Marsh D.J. , DicksonK.A. Writing histone monoubiquitination in human malignancy-the role of RING finger E3 ubiquitin ligases. Genes (Basel). 2019; 10:67.10.3390/genes10010067PMC635628030669413

[55] Vissers J.H. , NicassioF., van LohuizenM., Di FioreP.P., CitterioE. The many faces of ubiquitinated histone H2A: insights from the DUBs. Cell Div. 2008; 3:8.1843023510.1186/1747-1028-3-8PMC2373781

[56] Simon J.A. , KingstonR.E. Mechanisms of polycomb gene silencing: knowns and unknowns. Nat. Rev. Mol. Cell Biol.2009; 10:697–708.1973862910.1038/nrm2763

[57] Vastenhouw N.L. , SchierA.F. Bivalent histone modifications in early embryogenesis. Curr. Opin. Cell Biol.2012; 24:374–386.2251311310.1016/j.ceb.2012.03.009PMC3372573

[58] Sachs M. , OnoderaC., BlaschkeK., EbataK.T., SongJ.S., Ramalho-SantosM. Bivalent chromatin marks developmental regulatory genes in the mouse embryonic germline in vivo. Cell Rep.2013; 3:1777–1784.2372724110.1016/j.celrep.2013.04.032PMC3700580

[59] Meers M.P. , BrysonT.D., HenikoffJ.G., HenikoffS. Improved CUT&RUN chromatin profiling tools. Elife. 2019; 8:e46314.3123268710.7554/eLife.46314PMC6598765

[60] Hanna C.W. , TaudtA., HuangJ., GahurovaL., KranzA., AndrewsS., DeanW., StewartA.F., Colome-TatcheM., KelseyG. MLL2 conveys transcription-independent H3K4 trimethylation in oocytes. Nat. Struct. Mol. Biol.2018; 25:73–82.2932328210.1038/s41594-017-0013-5

[61] Liu Z. , TardatM., GillM.E., RoyoH., ThierryR., OzonovE.A., PetersA.H. SUMOylated PRC1 controls histone H3.3 deposition and genome integrity of embryonic heterochromatin. EMBO J.2020; 39:e103697.3239586610.15252/embj.2019103697PMC7327501

[62] Zheng H. , HuangB., ZhangB., XiangY., DuZ., XuQ., LiY., WangQ., MaJ., PengX.et al. Resetting epigenetic memory by reprogramming of histone modifications in mammals. Mol. Cell. 2016; 63:1066–1079.2763576210.1016/j.molcel.2016.08.032

# Supplementary material for: USP16-mediated histone H2A lysine-119 deubiquitination during oocyte maturation is a prerequisite for zygotic genome activation
**Source:** Nucleic Acids Res. 2022 May 30;50(10):5599–616. doi: 10.1093/nar/gkac468
**Supplement:** gkac468_Supplemental_File

## Supplementary Information

### Supplementary Figures

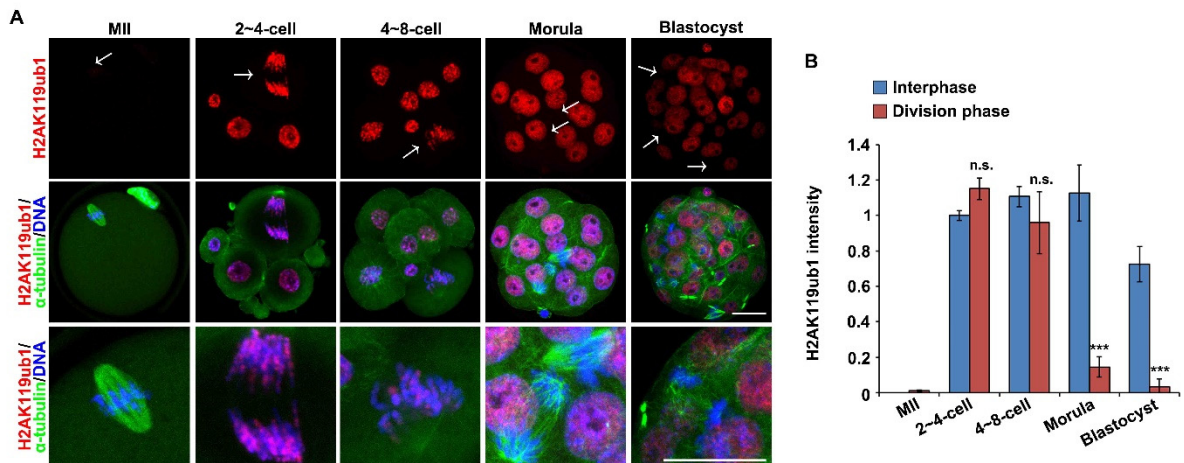

**Figure S1. H2AK119ub1 decline was observed in meiosis but not at every division phase of embryonic development.**

**A:** H2AK119ub1 immunofluorescence results in dividing mouse oocytes and preimplantation embryos. Arrows indicated the oocyte or blastomeres at the division phase. The third line was the zoom pictures of chromosomes. Scale bar, 20  $\mu$ m. **B:** Quantification of H2AK119ub1 signal intensity of the oocyte or blastomeres at interphase and division phase from (A). The numbers of analyzed oocytes and embryos at each stage were more than eight. Error bars, S.E.M. \*\*\* $P$  < 0.001 using two-tailed Student's  $t$ -tests. n.s.: non-significant.

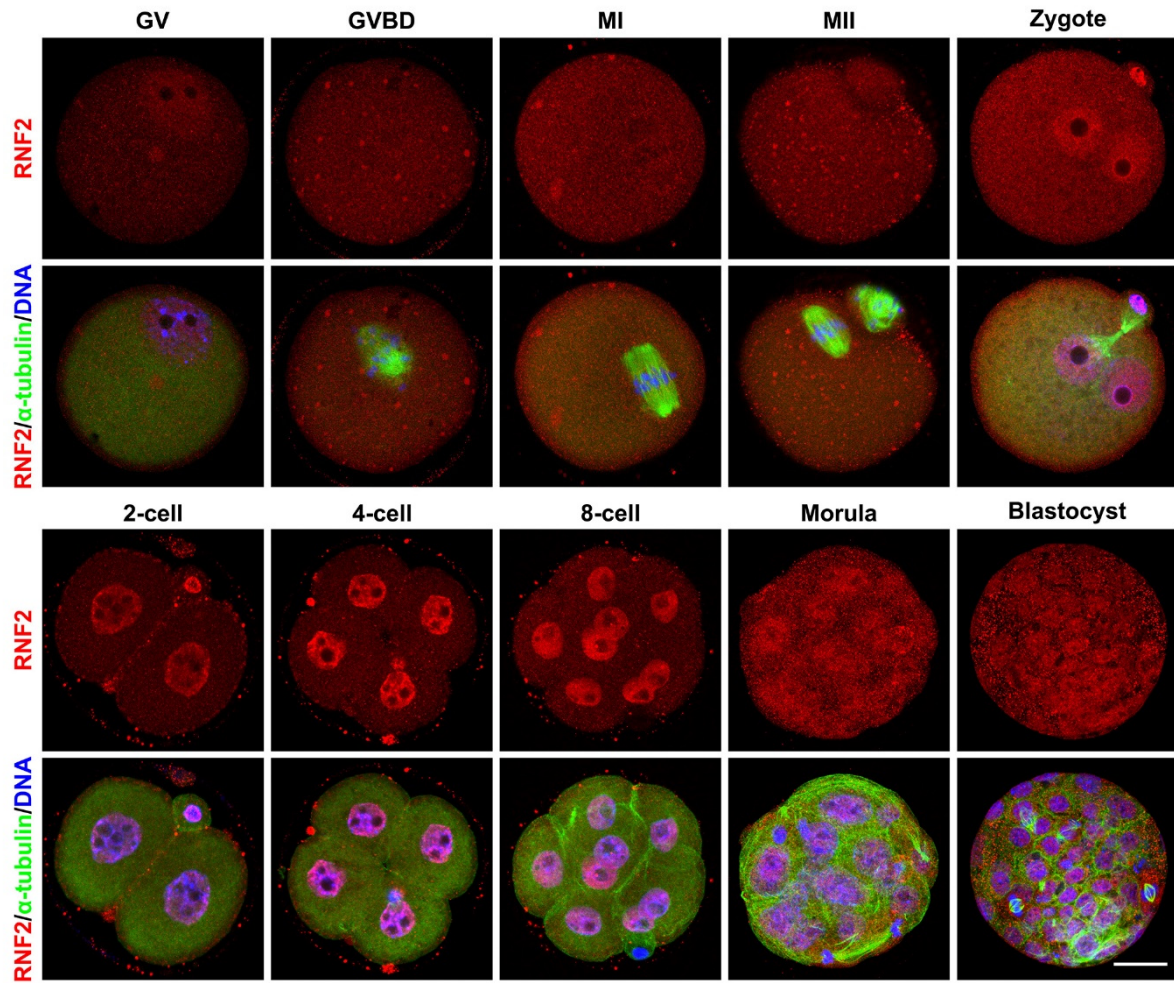

**Figure S2. RNF2 immunofluorescence results in mouse oocytes and preimplantation embryos.** The numbers of analyzed oocytes or embryos at each stage were more than eight. Scale bar, 20  $\mu$ m.

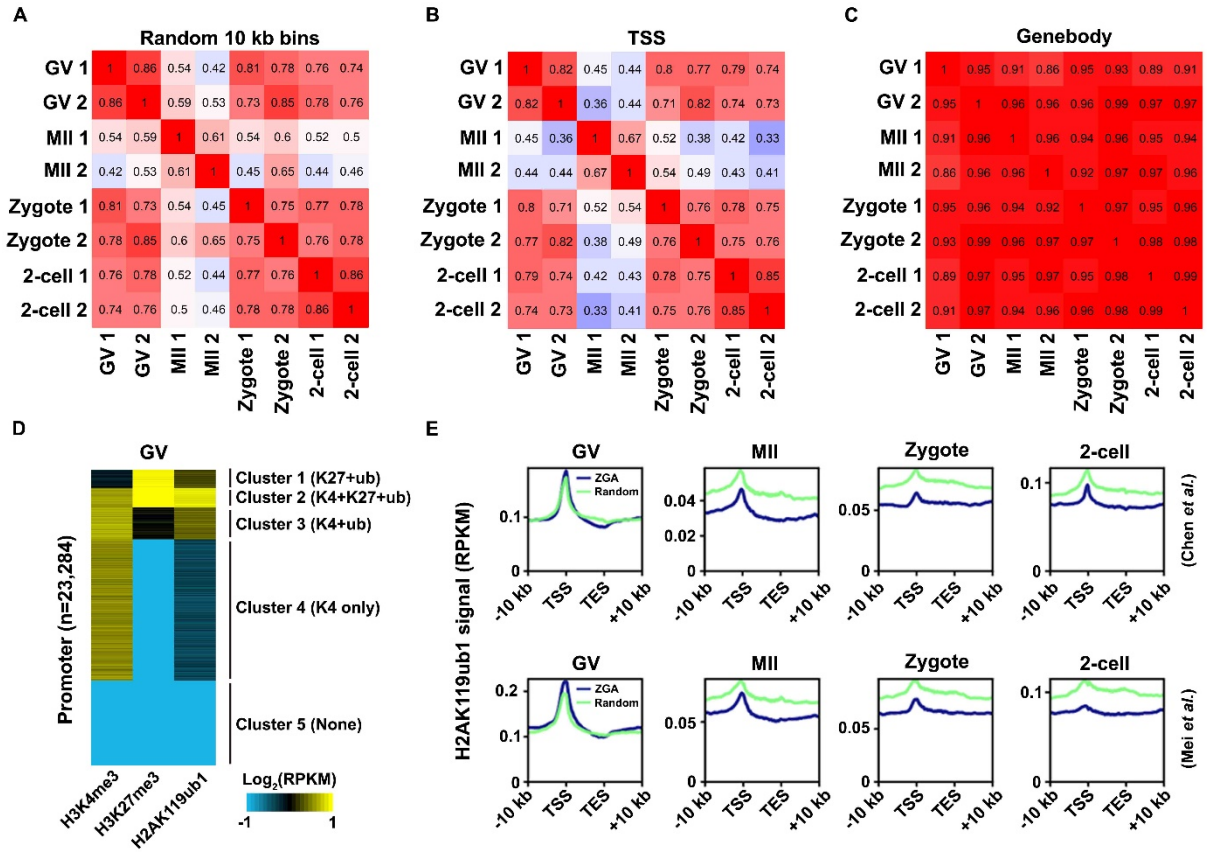

**Figure S3. Analysis of H2AK119ub1 ChIP-seq data in oocytes and embryos.**

**A-C:** Heat map showing correlation of H2AK119ub1 ChIP-seq replicates at each 10 kb bins across the genome (**A**), TSSs (**B**) and gene bodies (**C**) of the genes. **D:** Heat map showing histone modification enrichment at individual promoters in GV oocytes. Promoters are clustered into five groups using k-means clustering and further defined manually based on H3K4me3, H3K27me3 and H2AK119ub1 signals. **E:** Metaplot showing H2AK119ub1 enrichment of ZGA genes and random genes in GV and MII oocytes, zygotes, and 2-cell stage embryos (data obtained from Chen *et al.* and Mei *et al.*).

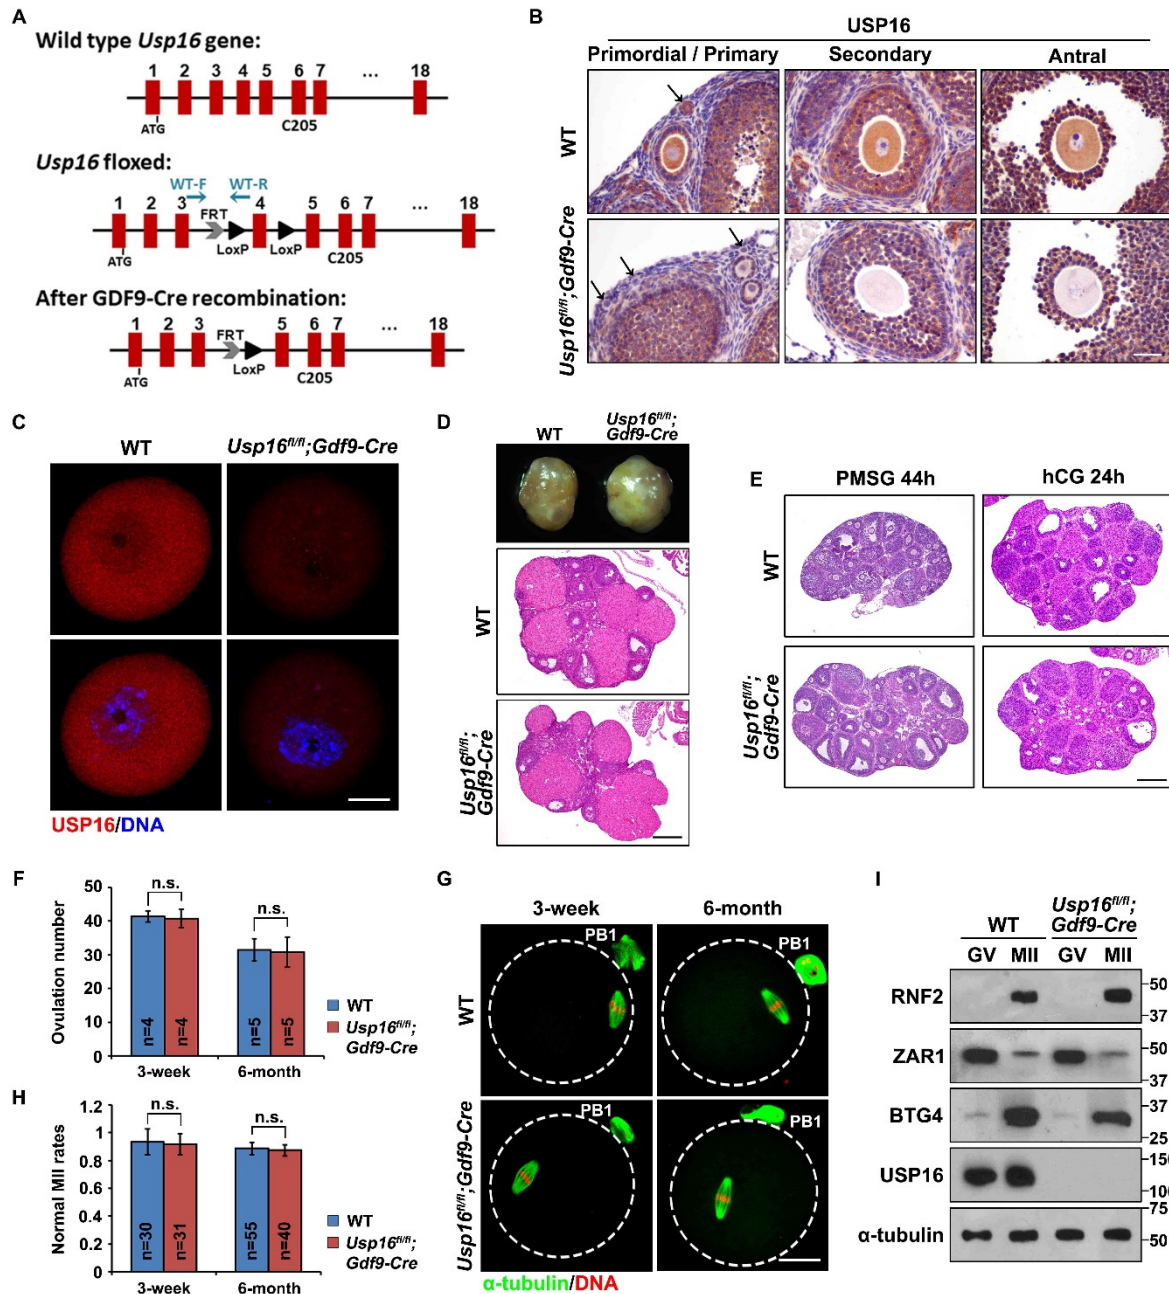

**Figure S4. Oocyte-specific knockout of *Usp16* and phenotype analyses.**

**A:** Schematic representation of the strategy used to generate oocyte-specific *Usp16* null alleles. *Gdf9-Cre*-mediated recombination resulted in an in-frame deletion. PCR primers used for genotyping have been indicated with blue arrows. **B:** IHC results showing USP16 protein levels in the ovaries of WT and *Usp16<sup>fl/fl</sup>; Gdf9-Cre* mice. The stages of follicles have been indicated. Arrows indicated oocytes within primordial follicles. Scale bar, 50 μm. For each genotype, at least three females were used. **C:** Immunofluorescence results showing USP16 protein levels in the oocytes from WT and *Usp16<sup>fl/fl</sup>; Gdf9-Cre* mice. **D:** Images and H&E staining results of ovaries from 8-month-old WT and *Usp16<sup>fl/fl</sup>; Gdf9-Cre* female mice. Scale bar, 500 μm. **E:** H&E staining results of ovarian histology in 3-week-old WT and *Usp16<sup>fl/fl</sup>; Gdf9-Cre* mice at 44 h after PMSG injection (top) and at 24 h after hCG injection (bottom). Scale bar, 500 μm. **F:** The average numbers of ovulated oocytes in WT and *Usp16<sup>fl/fl</sup>; Gdf9-Cre* females at 16 h after hCG

injection, as determined using a superovulation assay. The numbers of analyzed mice have been indicated (n). Error bars, S.E.M. n.s.: non-significant. **G:** Immunofluorescence staining results showing spindles of oocytes collected from oviducts of WT and *Usp16<sup>fl/fl</sup>;Gdf9-Cre* females at 16 h after hCG injection. Scale bar, 20  $\mu$ m. **H:** Rates of normal spindle assembly in MII oocytes. The numbers of analyzed oocytes have been indicated (n). Error bars, S.E.M. n.s.: non-significant. **I:** Western blot results showing maternal protein expression in oocytes of WT and *Usp16<sup>fl/fl</sup>;Gdf9-Cre* females. Total proteins from 100 oocytes were loaded in each lane.  $\alpha$ -tubulin was blotted as a loading control.

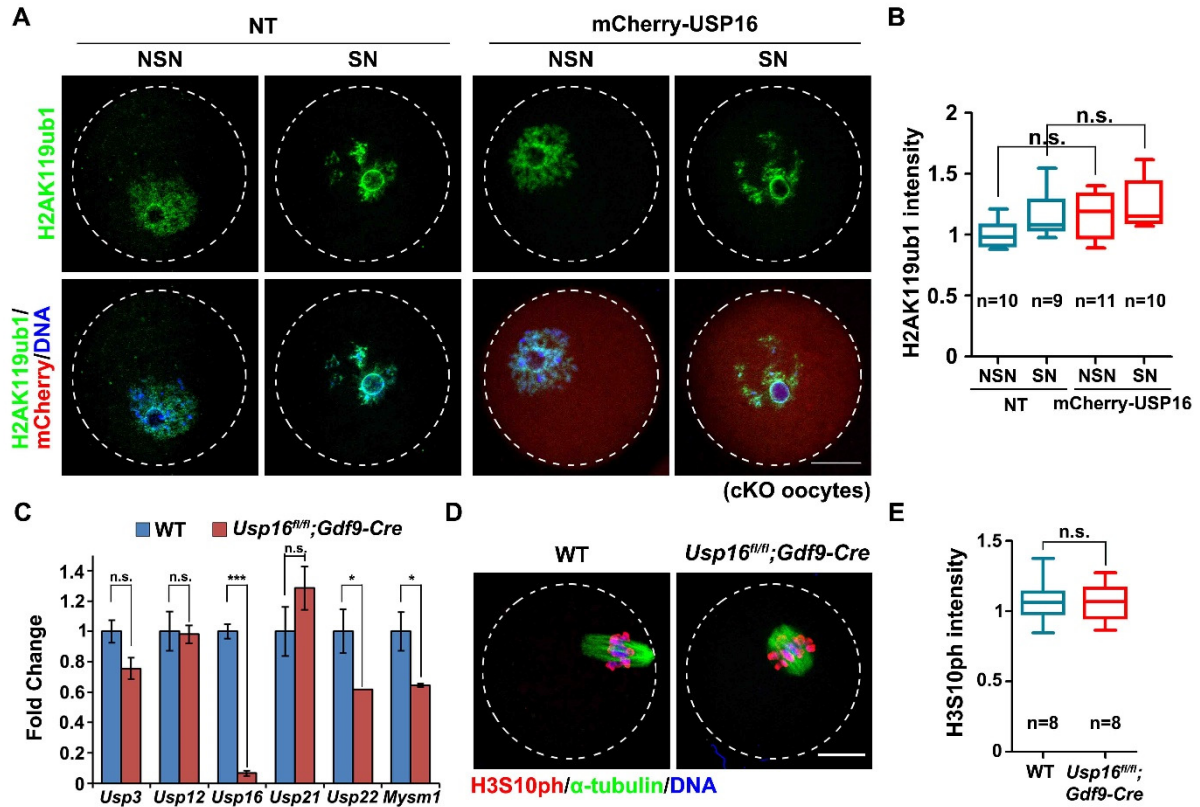

**Figure S5. The effect of deleting maternal USP16 on other DUBs and histone modifications.**

**A:** Levels of H2AK119ub1 in *Usp16*-null oocytes and *Usp16*-null oocytes microinjected with mRNAs encoding mCherry-USP16. Scale bar, 20  $\mu$ m. **B:** Quantification of H2AK119ub1 signal intensity of (A). The numbers of analyzed oocytes at each stage were indicated. Error bars, S.E.M. n.s.: non-significant. **C:** RT-qPCR results showing mRNA levels of indicated DUBs in GV oocytes of WT and *Usp16<sup>fl/fl</sup>;Gdf9-Cre* females. *n* = 3 biological replicates. Error bars, SEM. \**P* < 0.05, \*\*\**P* < 0.001 by two-tailed Student's *t*-test. n.s.: non-significant. **D:** Levels of H3S10ph in MI oocytes of WT and *Usp16<sup>fl/fl</sup>;Gdf9-Cre* females. Scale bar, 20  $\mu$ m. **E:** Quantification of H3S10ph signal intensity in MI oocytes of WT and *Usp16<sup>fl/fl</sup>;Gdf9-Cre* females. The numbers of analyzed oocytes have been indicated (*n*). Error bars, SEM. n.s.: non-significant.

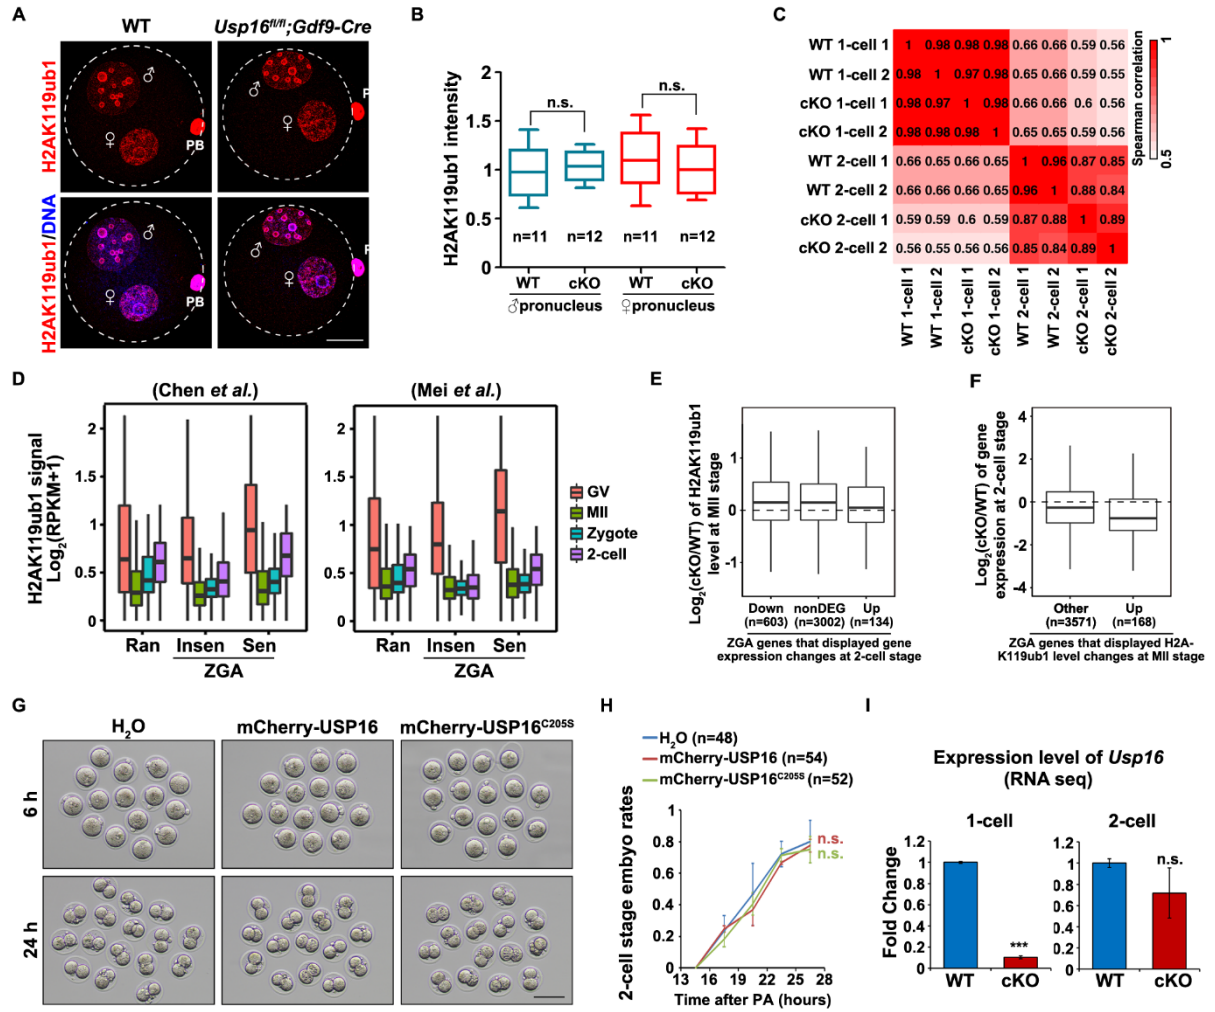

**Figure S6. USP16 deletion in oocytes caused ZGA failure in the 2-cell embryo.**

**A:** H2AK119ub1 levels in zygotes from WT and *Usp16<sup>fl/fl</sup>;Gdf9-Cre* females. Scale bar, 20  $\mu$ m. **B:** Quantification of H2AK119ub1 signal intensity of (A). The numbers of analyzed oocytes at each stage were indicated. Error bars, S.E.M. n.s.: non-significant. **C:** Heat map showing spearman correlation coefficients among WT and maternal *Usp16* knockout embryos at different stages. **D:** Boxplot showing H2AK119ub1 enrichment at USP16-insensitive and -sensitive ZGA genes at indicated stages by the public CUT&RUN data. **E:** Boxplot showing H2AK119ub1 level changes of indicated gene sets at the MII stage after *Usp16* deletion. **F:** Boxplot showing gene expression changes of indicated gene sets at the 2-cell stage after *Usp16* deletion. **G:** Representative images of parthenogenetic embryos microinjected with H<sub>2</sub>O or mRNAs encoding USP16 (WT or USP16<sup>C205S</sup>). Scale bar, 100  $\mu$ m. **H:** Developmental rates of parthenogenetic embryos microinjected with H<sub>2</sub>O or mRNAs encoding USP16 (WT or USP16<sup>C205S</sup>). The numbers of analyzed embryos have been indicated (n). Error bars, S.E.M. n.s.: non-significant. **I:** Bar plot showing the expression level of *Usp16* from RNA-seq data. Error bars, S.E.M. \*\*\* $P < 0.001$  by two-tailed Student's *t*-test. n.s.: non-significant.

## Supplementary Tables

**Supplementary Table 1. Antibody information.**

| Protein name              | Manufacture (catalogue number)                  | Applications (working dilution)                      |
|---------------------------|-------------------------------------------------|------------------------------------------------------|
| USP16                     | Abcam (ab236628)                                | WB (1:500); IF (1:50); IHC (1:50)                    |
| RNF2                      | Proteintech (16031-1-AP)                        | WB (1:1000); IF (1:200); IHC (1:200)                 |
| ZAR1                      | Made by Abcam company                           | WB (1:3000)                                          |
| BTG4                      | Abcam (ab206914)                                | WB (1:500)                                           |
| FITC- $\alpha$ -tubulin   | Sigma (F2168)                                   | IF (1:200)                                           |
| $\alpha$ -tubulin (11H10) | Cell Signaling (2125S)                          | WB (1:500)                                           |
| GAPDH                     | Proteintech (60004-1-Ig)                        | WB (1:5000)                                          |
| CREST                     | Fitzgerald Industries International (70R-21494) | IF (1:100)                                           |
| H2AK119ub1                | Cell Signaling (8240)                           | IF (1:400); IHC (1:400); ChIP (1-1.5 $\mu$ g/sample) |
| H3S10ph                   | Cell Signaling (9701S)                          | IF (1:100)                                           |
| PolII Ser2P               | Abcam (ab5095)                                  | IF (1:40000)                                         |
| CDX2                      | BioGenex (AM392-5M)                             | Ready to use, IF                                     |
| Nanog                     | Cell Signaling (8822S)                          | IF (1:100)                                           |

**Supplementary Table 2. Primer sequences.**

| Primer name       | Target Gene    | Application                     | Sequences (5'-3')                   |
|-------------------|----------------|---------------------------------|-------------------------------------|
| <i>Usp16</i> WT-F | <i>Usp16</i>   | Genotyping of WT /Flox allele   | 5'- GCAGAGGGTCTGACGGATGTG -3'       |
| <i>Usp16</i> WT-R |                |                                 | 5'- CAAAATACACTCTACAGAGTCTGGAGG -3' |
| <i>Usp16</i> -F   |                | Real-time PCR /Absolute RT-qPCR | 5'- CTATGAGGTCAGGGCATTACACTGC -3'   |
| <i>Usp16</i> -R   |                |                                 | 5'- GCTTGCACATGTGTATCGCTGATG -3'    |
| <i>Zfp352</i> -F  | <i>Zfp352</i>  | Real-time PCR                   | 5'- AAGTCCCACATCTGAAGAAACAC -3'     |
| <i>Zfp352</i> -R  |                |                                 | 5'- GGGTATGAGGATTCACCCACA -3'       |
| <i>Zscan4c</i> -F | <i>Zscan4c</i> | Real-time PCR                   | 5'- GCCTTATGTCTGTTCCTATGT -3'       |
| <i>Zscan4c</i> -R |                |                                 | 5'- CAGTCTCTGCTGAGGATGTTAG -3'      |
| <i>Zscan4f</i> -F | <i>Zscan4f</i> | Real-time PCR                   | 5'- CTGATGAGTGCTTGAAGCCTC -3'       |
| <i>Zscan4f</i> -R |                |                                 | 5'- TCCACTACAGCTTTCACCAAC -3'       |
| <i>Klf10</i> -F   | <i>Klf10</i>   | Real-time PCR                   | 5'- ATGCTCAACTTCGGCGCTT -3'         |
| <i>Klf10</i> -R   |                |                                 | 5'- CGCTTCCACCGCTTCAAAG -3'         |

|                    |                |                                    |                                  |
|--------------------|----------------|------------------------------------|----------------------------------|
| <i>Cdk16-F</i>     | <i>Cdk16</i>   | Real-time PCR                      | 5'- AGATAAGACCAATGGTGTCCCT -3'   |
| <i>Cdk16-R</i>     |                |                                    | 5'- CACTCTCCCCATCAGATCCCA -3'    |
| <i>Phlda2-F</i>    | <i>Phlda2</i>  | Real-time PCR                      | 5'- CTCCGACGAGATCCTTTGCG -3'     |
| <i>Phlda2-R</i>    |                |                                    | 5'- ACACGTACTTAGAGGTGTGCTC -3'   |
| <i>Ankrd22-L-F</i> | <i>Ankrd22</i> | Real-time PCR                      | 5'- CAGCCTACCAGAACGACTTGG -3'    |
| <i>Ankrd22-R</i>   |                |                                    | 5'- GATGAGGGGAGTATCGCCATT -3'    |
| <i>Hspa2-F</i>     | <i>Hspa2</i>   | Real-time PCR                      | 5'- GCGTGGGGGTATTCCAACAT -3'     |
| <i>Hspa2-R</i>     |                |                                    | 5'- TGAGACGCTCGGTGTCAGT -3'      |
| <i>Usp3-F</i>      | <i>Usp3</i>    | Real-time PCR                      | 5'- TCAGCCAAGTTCCCCAACG -3'      |
| <i>Usp3-R</i>      |                |                                    | 5'- GCCATTACATACCTTCCACAGT -3'   |
| <i>Usp12-F</i>     | <i>Usp12</i>   | Real-time PCR                      | 5'- ACAGTCTCCAAATTCGCCTCC -3'    |
| <i>Usp12-R</i>     |                |                                    | 5'- ACTGAGTTGCAGTAGCAGGTATT -3'  |
| <i>Usp21-F</i>     | <i>Usp21</i>   | Real-time PCR<br>/Absolute RT-qPCR | 5'- GGACTTTGCCAGCGACAAAGC -3'    |
| <i>Usp21-R</i>     |                |                                    | 5'- GCCACCTGATTTTCACTGACAGG -3'  |
| <i>Usp22-F</i>     | <i>Usp22</i>   | Real-time PCR                      | 5'- CCAAACCTTCGGCGGAAGATCAC -3'  |
| <i>Usp22-R</i>     |                |                                    | 5'-CTTGAACCACTGGTCTTTGTGCTGC -3' |
| <i>Mysm1-F</i>     | <i>Mysm1</i>   | Real-time PCR                      | 5'- TGCACAGCCGGGAAATGAT -3'      |
| <i>Mysm1-R</i>     |                |                                    | 5'- ATGGTGCTATCCAGAGTCCAA -3'    |
| <i>Gapdh-F</i>     | <i>Gapdh</i>   | Real-time PCR                      | 5'- ACACTGAGGACCAGGTTGTCTC -3'   |
| <i>Gapdh-R</i>     |                |                                    | 5'- TACTCCTTGGAGGCCATGTAG -3'    |
| <i>Gfp-F</i>       | <i>Gfp</i>     | Quantitative RT-qPCR               | 5'- CGCTACCCCGACCACATGAA -3'     |
| <i>Gfp-R</i>       |                |                                    | 5'- CTCAGCTCGATGCGGTTCA -3'      |

How the deposited data were processed for this re-analysis (not part of the article)

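RNA-seq was analysed in 8 libraries, 2 each of WT zygotes, cKO zygotes, WT 2-cell embryos and cKO 2-cell embryos, each made from 10 embryos by Smart-seq2. The samples were assigned from the sample labels and the paper's methods. The H2AK119ub1 ChIP-seq samples were not analysed here.

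The authors trimmed the reads, mapped them to mouse mm9 with Tophat and computed FPKM with Cufflinks, and deposited these FPKM values per gene. The paper's text calls them normalized FPKM and does not name the further normalization or the gene annotation. In the table of 14392 genes, no value is under 1 and every gene exceeds 1 in at least 1 library, so the floor and the filter of the methods had been applied. FPKM carries no counts, so the depth of the libraries is unknown and intervals for counting error cannot be given. Precision rests on 2 libraries per group.

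From these values, a gene was called lower or higher when the means of the 2 groups differed by more than 3-fold. The paper's results give this threshold for cKO against WT, and its methods give it for ZGA genes. Its text does not state how replicates were combined, so the mean was chosen here. ZGA genes were taken from WT embryos. The overlap of gene sets was tested with a two-sided Fisher's exact test across genes (scipy 1.17.1), over all genes and over genes with a WT 2-cell mean above 3. limma 3.58.1 in R 4.3.3 was run on log2(FPKM + 1), with a trend in the prior, 4 groups in 1 model with 4 residual degrees of freedom, and Benjamini-Hochberg adjustment at 0.05. Fold changes on this scale understate the change of genes with low values. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6. Exact permutation of 2 libraries against 2 cannot give a p under 0.333.

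The calculations were tested on simulated data. The fold rule recovered 100% of 200 genes changed 8-fold among 14392, with 2 unchanged genes called. This run did not give the cKO 2-cell libraries their own, wider spread. The log2 ratio between replicates had a standard deviation of 1.10 in cKO and 0.52 in WT 2-cell embryos, over genes above the floor. The 2 calls therefore set no limit on the false calls of the fold rule at the 2-cell stage. Simulated overlaps with an odds ratio of 1 and 2 over 14392 genes gave 1.01 and 2.10. A simulated trend on transcript length in 13343 genes was removed, with a correlation of 0.694 before and -0.00244 after. With 1 spread for all groups, limma recovered on average 79.0% of 200 genes changed 8-fold and 47.2% of those changed 4-fold over 10 runs on 14392 genes, but 0% of those changed 2-fold. Unchanged genes made up more of its calls than the nominal share, with 16.2 of 110.5 calls at 4-fold. With each group given its own spread, as observed, it called 241 genes on average when none was changed, and 345 unchanged genes beside 200 changed 4-fold. The limma counts at the 2-cell stage therefore include more false calls than their adjusted p states.

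The replicate numbers in the sample labels are shared by the groups, and no pairing of embryos is described. The pairing was checked by correlating the deviations of same-numbered libraries, and results are given with and without the replicate number as a block. Alternatives were set before the data were examined, except the crossed pairing of the 2-cell libraries, the use of separate WT libraries for the 2 gene sets and the stricter filter on the background of the overlap, which were added afterwards. They covered the floor or pseudocount, the type of mean, the filter, the threshold, the scaling, the model of limma and leaving out each library. After scaling, 1 common floor was applied to all libraries, since values at the floor have no order. This common floor was also added afterwards, following a first run of the scaled limma models without it.

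Genes named in the text were Usp16, the early zygotic genes and deubiquitinases named in the paper, Rnf2, Zar1, Btg4, Gapdh, and the 3 largest folds per stage and direction among genes whose cKO libraries all lay on one side of the WT libraries. Coordinates are from GENCODE M1 on mm9, in which 13897 of the gene symbols were found. Transcript length and GC content were known for 13343 genes, or 92.7%.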

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

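The tests of library scaling on the number of lower and higher genes and of delayed development on declining transcripts were chosen after the result was seen.

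The effect of genotype differed between the stages for 1701 genes in limma, by a test of the interaction of genotype and stage. The count depended on the model, with 1106 genes after median-ratio scaling and 828 after quantile normalization. With the replicate number as a block it was 1 gene, against 4100 at an unadjusted p under 0.05, and with the crossed replicate block 812 genes. The larger spread of the cKO 2-cell replicates enters this test too, so the number of genes is uncertain.

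By the same test, the log2 fold change of Usp16 differed by 2.65 between the stages (adjusted p = 0.0251 from limma, between 0.0163 and 0.0850 over the alternatives). It was lower in 2 of 2 cKO zygote libraries, whereas the 2 cKO 2-cell replicates were far apart. Transcription of the paternal allele, as the paper describes, is a biological explanation that the design gives, but FPKM does not separate the alleles and it was not tested.

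The numbers of lower and higher genes at the 2-cell stage were examined for technical explanations. Among genes with a known transcript, lower genes were 4.66 times as many as higher genes, 5.01 times after the trend of the fold change on transcript length was removed and 4.71 times after that on GC content. The removal keeps the overall mean, so these values cannot exclude either bias. With only 1 cKO library the ratio was at least 4.31. Among genes with a mean FPKM of at least 25 it was 1.52, close to the limit of 1.5 set for the test. After median-ratio scaling the ratio was 0.911, but centring the ratios evens out the 2 directions whatever the cause. The test therefore cannot tell a global loss of transcripts in cKO embryos from a shift in library composition.

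The over-representation of ZGA genes among the lower genes was not found once genes that could not pass the fold rule were left out, with an odds ratio of 0.679. With separate WT libraries for the 2 sets, the smaller odds ratio was 0.950. Both results are consistent with a contribution of the shared WT 2-cell mean to the overlap over all genes. They do not bear on whether single ZGA genes, such as Klf10, were lower in cKO embryos.

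Genes outside those the paper discusses were also lower. Of the genes that fell by more than 3-fold from zygotes to 2-cell embryos in WT, 182 were lower by more than 3-fold in cKO 2-cell embryos. With the declining genes defined from 1 WT 2-cell library and measured against the other, their median log2 ratio of cKO to WT was -0.49 or lower, below the -0.32 and -0.33 of all genes. Retention of declining transcripts by a delay of development would place it above. In the 2 arrangements it was -0.11 and -0.077 after median-ratio scaling, and -0.13 and -0.089 when the trend on transcript length was also removed. Among declining genes with a mean FPKM of at least 25 it was 0.089 and 0.18 after median-ratio scaling, above 0 but below the 0.57 of all genes above the same limit. This limit does not match the declining genes to others by level, so the test cannot tell how much a loss of low-abundance transcripts in the cKO libraries contributes, and a delay that affects only some transcripts was not tested.

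Rn45s had a mean of 5703 FPKM in cKO zygotes and was at the floor in the other groups. Of the pairs of replicates of the 6 small RNA genes above 100 FPKM in some library, 12.5% had 1 library at the floor and the other above 100 FPKM, against 0% of the pairs for other genes. This share rests on 3 of 24 pairs of the small RNA genes, which do not include Rn45s. It does not address a difference shared by both replicates, as that of Rn45s is, so all-or-none estimates can neither be excluded nor shown for Rn45s. A difference between the genotypes is the biological explanation that the design gives, and it was not tested further.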

How the results depend on the processing

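Averaging first and then applying the floor, using no filter and using all genes as deposited could not change any value, because the table was already floored and filtered. These settings were not run.

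Under the fold rule, 1156 genes were lower at the 2-cell stage with a pseudocount of 1, of which 304 were ZGA genes, or 26.3%. With the stricter filter the ZGA share was 28.4%. With a 2-fold threshold, 4120 genes were lower and 1259 higher at the 2-cell stage, 36 lower and 115 higher in zygotes, and 1652 of the lower genes, or 40.1%, were ZGA genes. When every library had to differ, the counts were 982 lower and 111 higher at the 2-cell stage and 2 lower and 8 higher in zygotes, with 271 ZGA genes, or 27.6%. Median-ratio scaling gave 905 lower and 993 higher genes, with 263 ZGA genes, or 29.1%, and sum scaling gave 246 higher genes. The cause was not tested for these counts, apart from the scaling.

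Leaving out 1 library in turn gave 1983 to 2836 lower and 386 to 658 higher genes at the 2-cell stage, and 5 to 19 lower and 12 to 39 higher genes in zygotes. The ZGA share was 29.8% to 35.5%, with 578 to 888 ZGA genes, and the odds ratio 1.31 to 1.72. Leaving out a library leaves 1 in its group, so no test was made.

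With all 14392 genes as the background, the odds ratio of ZGA genes and lower genes was above 1 with a p under 0.05 under each pseudocount, mean, filter, threshold and scaling tried. It was reversed to 0.679 over genes with a WT 2-cell mean above 3. With the stricter filter applied to the background too, which was chosen after seeing the data and left 8384 genes, it was reversed to 0.624. With separate WT libraries, chosen after seeing the data, it was 1.02 with a ZGA share of 26.8% in one arrangement and 0.950 with a share of 24.9% in the other.

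The fold rule on paired ratios gave 2136 lower and 336 higher genes at the 2-cell stage with the replicate block. In limma, the replicate block gave 527 higher genes at the 2-cell stage, 1 higher gene in zygotes and 1 gene with an interaction of genotype and stage. With the crossed replicate block, chosen after seeing the data, 812 genes had an interaction. With 1 stage in the model, 0 genes were lower and 0 higher at the 2-cell stage, against 3416 and 819 at an unadjusted p under 0.05, and 1 was lower and 7 higher in zygotes. Median-ratio scaling gave 1747 lower and 1437 higher genes at the 2-cell stage, 3 lower and 9 higher in zygotes and 1106 with an interaction. Quantile normalization gave 1419 lower and 1325 higher genes at the 2-cell stage, 4 lower and 16 higher in zygotes and 828 with an interaction. The share of lower genes among the calls at the 2-cell stage fell from 80.0% to 54.9% with median-ratio scaling and to 51.7% with quantile normalization. Without the trend in the prior, 1 gene was higher in zygotes. The cause was not tested.

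For the named genes, 429 of 480 values under the alternatives were not reversed and, where a test was made, kept their side of the threshold, 39 were weaker and 7 stronger. The direction was reversed in 5. The log2 fold change at the 2-cell stage was 0.18 for Gapdh with median-ratio scaling and 0.31 for Usp12 with quantile normalization. With 1 library left out, it ranged from -0.37, without cKO replicate 1, to 1.56 for Usp22, and for Usp36 from -0.98, without cKO replicate 1, to 1.20, with a value of -0.08 without WT replicate 2. The cause was not tested. The depth of the libraries is unknown, so what it limits cannot be stated.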

Differences from the paper's values

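For the overlap of ZGA genes and genes lower in cKO 2-cell embryos, the two-sided Fisher's exact test over all genes gave a -log10 p of 7.19, against the paper's value of about 50 in Figure 6B, read by eye. None of the alternatives set before the data were examined closed the gap, with a -log10 p between 5.83 and 12.3 over them. At the largest of these values, over genes with a WT 2-cell mean above 3, the odds ratio was below 1. The background and the test behind the figure's value are not named in the paper's text. Every alternative used the 14392 listed genes or fewer as the background. None of them therefore tested whether a larger background gives the figure's value.

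In Supplementary Figure S6I the paper marks Usp16 as significantly lower in cKO zygotes, by a test on this gene alone. In limma with Benjamini-Hochberg adjustment over all genes, its log2 fold change was -3.21 with an adjusted p of 0.191, and between 0.0607 and 1 over the alternatives. Adjustment over all genes asks more of a gene than a test on it alone, so this value does not contradict the paper's mark. The cKO mean of Usp16 in zygotes was 0.104 of the WT mean, and both cKO libraries lay below both WT libraries.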

Other observations

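The tests on ribosomal, mitoribosomal and complex I transcripts were chosen after members of these families had been seen among the higher genes. In cKO 2-cell embryos, the median log2 fold change was 1.58 for 83 cytoplasmic ribosomal protein genes, 0.89 for 76 mitoribosomal genes and 0.72 for 41 complex I genes, against a median of -0.31 for genes above the floor. Among 10000 random lists matched on transcript length and 2-cell level, the lowest percentile of the 3 families was 99.7, and among lists matched on GC content and level it was 100. The lowest family median in a single cKO library was 0.38, and under the 2 scalings it was 0.41, so each median was above 0 under both. Since the families were chosen for this pattern, the percentiles are not a test of it. The 3 medians were 1.12, 0.89 and 0.38 in cKO replicate 1 and 1.99, 1.04 and 0.92 in replicate 2. Those of the random lists had upper limits of 0.94, 0.36 and 0.56 for length and 0.63, 0.23 and 0.34 for GC content. The family medians were above 0 in both cKO libraries and under both scalings, so the pattern did not rest on 1 of these alone. Families chosen for high values tend to exceed matched lists, so the lists cannot exclude length or GC content as a cause. A contribution of length is left open, since the length-matched ribosomal lists had a mean of 0.65. Reads shared with pseudogenes, of which ribosomal protein genes have many, were not tested, and the pattern cannot be told apart from an effect of such reads. It may be a relative gain of these transcripts in cKO embryos, which is a hypothesis.

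Of the 19 changed genes with a known position other than Usp16, 0 lay within 10 Mb of it on chromosome 16, where 0.101 are expected by chance. The one-sided binomial p of 1 follows from the count of 0, so linkage to Usp16 could not be tested with so few genes.

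The paper measured other deubiquitinases in oocytes, an earlier stage than the libraries here. In zygotes, the mean FPKM of Usp21 was 28.7 in WT and 33.4 in cKO, and that of Usp3 was 58.9 and 59.1. For Bap1 it was 20.3 and 15.5, and for Usp28 92.1 and 88.4. The WT and cKO zygote libraries overlapped for each of these. Mysm1 was at 11.7 and 15.1 in zygotes, with both cKO libraries above both WT libraries. In 2-cell embryos, the mean FPKM of Usp21 was 46.2 in WT and 7.49 in cKO, that of Usp3 was 15.1 and 4.53, that of Bap1 was 44.1 and 14.5, and that of Usp28 was 49.3 and 22.1. Each of these was lower in both cKO libraries than in both WT libraries. The cKO replicates of Usp22 were 74.6 and 18.8, and those of Usp36 were 20.7 and 3.80, so no direction can be given for them. Mysm1 was higher, at 23.7 in cKO against 11.1 in WT embryos (adjusted p = 0.0816 from limma with Benjamini-Hochberg adjustment). The maternal transcripts Btg4 and Zar1 were lower in cKO 2-cell embryos, at 345 against 1757 for Btg4 and 26.0 against 57.0 for Zar1. These values are relative to the deposited scaling.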
